# Spatial genome organization: contrasting views from chromosome conformation capture and fluorescence in situ hybridization

**DOI:** 10.1101/gad.251694.114

**Published:** 2014-12-15

**Authors:** Iain Williamson, Soizik Berlivet, Ragnhild Eskeland, Shelagh Boyle, Robert S. Illingworth, Denis Paquette, Josée Dostie, Wendy A. Bickmore

**Keywords:** 3C, FISH, Hox genes, nuclear organization, polycomb

## Abstract

Although important for gene regulation, most studies of genome organization use either fluorescence in situ hybridization (FISH) or chromosome conformation capture (3C) methods. FISH directly visualizes the spatial relationship of sequences but is usually applied to a few loci at a time. The frequency at which sequences are ligated together by formaldehyde cross-linking can be measured genome-wide by 3C methods, with higher frequencies thought to reflect shorter distances. FISH and 3C should therefore give the same views of genome organization, but this has not been tested extensively. We investigated the murine *HoxD* locus with 3C carbon copy (5C) and FISH in different developmental and activity states and in the presence or absence of epigenetic regulators. We identified situations in which the two data sets are concordant but found other conditions under which chromatin topographies extrapolated from 5C or FISH data are not compatible. We suggest that products captured by 3C do not always reflect spatial proximity, with ligation occurring between sequences located hundreds of nanometers apart, influenced by nuclear environment and chromatin composition. We conclude that results obtained at high resolution with either 3C methods or FISH alone must be interpreted with caution and that views about genome organization should be validated by independent methods.

## Abstract (precis)

Williamson et al. investigate the murine *HoxD* locus with 5C and FISH in different developmental and activity states and in the presence or absence of epigenetic regulators. They identify situations in which the two data sets are concordant but find other conditions under which chromatin topographies extrapolated from 5C or FISH data are not compatible. Products captured by 3C do not always reflect spatial proximity, with ligation occurring between sequences located hundreds of nanometers apart, influenced by nuclear environment and chromatin composition.

Fluorescence microscopy has been instrumental to our understanding of the spatial organization of the genome. Detection of chromosomes by fluorescence in situ hybridization (FISH) in either fixed cells (Cremer and Cremer 2006) or living cells (Edelmann et al. 2001; Müller et al. 2010) reveals specific chromosome territories (CTs) that are nonrandomly organized in vertebrate nuclei. Gene-rich chromosomes generally cluster at the nuclear center, while gene-poor chromosomes and chromatin domains often locate near the nuclear periphery (Croft et al. 1999; Boyle et al. 2001, 2011; Küpper et al. 2007; Kölbl et al. 2012). This level of genome organization is stochastic: Loci at the nuclear periphery in a mother cell can localize to either the nuclear or nucleolar periphery in daughter nuclei (Thomson et al. 2004; Kind et al. 2013).

Cytologically, gene-dense chromatin containing active loci is observed to decondense and dynamically loop out from CT cores both at individual loci (Mahy et al. 2002; Chambeyron and Bickmore 2004; Müller et al. 2010) and chromosome-wide (Boyle et al. 2011). A propensity for clustering of gene-rich chromatin domains from the same or different chromosomes is also seen (Shopland et al. 2006; Brown et al. 2008).

FISH also identifies differences in chromatin condensation at the submegabase level, between genomic regions in the same cell (Yokota et al. 1997; Gilbert et al. 2004), for a given region during differentiation in vitro (Chambeyron and Bickmore 2004; Morey et al. 2007) and in vivo (Williamson et al. 2012; Patel et al. 2013), or between wild-type and mutant cells (Eskeland et al. 2010; Nolen et al. 2013). FISH has also been used to examine tissue-specific colocalization of long-range enhancers and their target genes (Amano et al. 2009; Williamson et al. 2012)

Although visually compelling, FISH and live-cell imaging are restricted to viewpoints corresponding to the regions detected by the probes used (Dostie and Bickmore 2012), are low-throughput assays, and have limited spatial resolution, although superresolution microscopy is improving the latter (Markaki et al. 2012; Nora et al. 2012; Patel et al. 2013). In contrast, the chromosome conformation capture (3C) technique and its derivatives—including circular 3C (4C), 3C carbon copy (5C), and chromosome capture followed by high-throughput sequencing (Hi-C) (for review, see de Wit and de Laat 2012; Ethier et al. 2012)—offer a genome-wide perspective on genome organization. By digesting and ligating chromatin within formaldehyde cross-linked cells, these methods measure the frequency at which sequences are joined together by ligation. Unlike imaging in which distances are measured directly in individual cells, 3C methods infer physical proximity by considering that ligation frequency is more or less inversely proportional to the original spatial separation of the two sequences (Fraser et al. 2009; Ferraiuolo et al. 2010; Baù and Marti-Renom 2011; Noordermeer et al. 2011; Wang et al. 2011).

The limited resolution of early Hi-C studies (∼1 Mb) (Lieberman-Aiden et al. 2009; Kalhor et al. 2011) gave coarse-grained views of nuclear organization that agree well with microscopy data, reproducing the existence of CTs, the spatial clustering of gene-rich chromosomes in the nuclear center, looping out of gene-rich domains from CTs, and the tendency for active genomic domains to associate. Whereas FISH is inherently a single-cell/allele technique, most Hi-C analyses give data sets of ligation frequencies averaged across all cells in a population. A single-cell Hi-C study recently overcame this limitation, albeit at the expense of resolution (Nagano et al. 2013), and confirmed the stochastic nature of CT architecture and the general disposition of active chromatin to reside toward the outside of CTs.

More recently, higher-resolution Hi-C and 5C studies have suggested that mammalian genomes are organized into globules (Baù and Marti-Renom 2011) or domains (topologically associating domains [TADs]) within which cross-linked associations are enriched (Dixon et al. 2012; Nora et al. 2012; Jin et al. 2013; Giorgetti et al. 2014). The largely invariant nature of TAD boundaries between different cell types suggests that they reflect a basic property of genome organization. Indeed, the average size of these domains (∼900 kb) is similar to the ∼1-Mb domains suggested from microscopy to form the basic building blocks (∼500-nm diameter) of CT architecture (Albiez et al. 2006; Baù and Marti-Renom 2011). FISH showed that sequences within a TAD intermingle to a much greater extent than those that span adjacent TADs (Nora et al. 2012).

In addition to providing insight into global chromatin organization, 3C methods have been used to identify associations between specific sequences involved in gene regulation—including silent *Hox* gene clusters regulated by the polycomb-repressive complexes (PRCs) (Fraser et al. 2009; Ferraiuolo et al. 2010; Noordermeer et al. 2011; Wang et al. 2011), domains of clustered active genes (*Hox* and *α-globin* clusters) (Baù et al. 2011; Noordermeer et al. 2011; Wang et al. 2011), and “looping” between long-range enhancers and their target genes (Montavon et al. 2011; Sanyal et al. 2012; Andrey et al. 2013; Berlivet et al. 2013; Hughes et al. 2014)—and between sites bound by proteins involved in chromosome architecture (Philips-Cremins et al. 2013; Seitan et al. 2013; Sofueva et al. 2013; Zuin et al. 2014).

By supposing that high-frequency contacts are sequences close to each other in vivo, data from 3C experiments have been used to reconstruct the likely trajectory of chromatin fibers and relate chromatin folding to gene regulation (Fraser et al. 2009; Baù and Marti-Renom 2011; Montavon et al. 2011; Giorgetti et al. 2014). While the resulting models are informative, some are not consistent with the views assayed by FISH (Dostie and Bickmore 2012; Williamson et al. 2012). This points to differences in what 3C methods and FISH can detect and demands a careful comparison of molecular and cytological data from the same experimental system. In most studies that have attempted to do this, interprobe FISH distances up 500 nm (sometimes even more) have been taken as evidence validating 3C interactions. However, such comparatively large physical separations do not seem compatible with interactions at the molecular scale (Belmont 2014). Here we investigate chromatin organization of the murine *HoxD* locus with 5C and three-dimensional (3D) FISH in different developmental and activity states and after perturbing epigenetic regulation. We identified some conditions under which the standard interpretation of 5C data as a measure of spatial proximity produces views of chromatin topography that are not compatible with those obtained by FISH. We conclude that results obtained by either high-resolution 3C-type experiments or FISH alone must be interpreted with caution when studying chromatin architecture.

## Results

### Topography of HoxD in embryonic stem cells (ESCs)

In terms of chromatin organization, the *Hox* gene clusters are among the most extensively studied regions in mammalian cells. By FISH, they have a visibly compact conformation in mouse ESCs (mESCs), where they are maintained in an inactive state by the PRCs (Chambeyron and Bickmore 2004; Morey et al. 2007; Eskeland et al. 2010). This is also seen in mouse embryonic development (Chambeyron et al. 2005; Morey et al. 2007; Ku et al. 2008; Montavon et al. 2011). These observations are compatible with the condensed appearance on polytene chromosomes of the bithorax complex, one of the two *Hox* clusters in *Drosophila* (Marchetti et al. 2003), mitigating concerns about artifacts due to the FISH procedure. A relatively compact chromatin domain with multiple interactions within it is also predicted from 3C analysis of silent *HOX* loci in human embryonal carcinoma (EC) cells (Simonis et al. 2006; Ferraiuolo et al. 2010) and 4C analysis of silent *Hox* loci in mESCs and mouse embryos (Montavon et al. 2011; Noordermeer et al. 2011, 2014).

In contrast, the lack of long-range interactions captured by 5C at silent parts of *HOXA* in human fibroblasts was suggested to reflect an extended linear chromatin domain (Wang et al. 2011). Barring any source of technical bias, this result either reflects tissue-specific organization of silent *HOX* genes or might point to differences between what is sometimes captured with 3C methods and by FISH. We first investigated whether FISH and 5C invariably yield similar views of chromatin organization by examining a ∼670-kb region containing the inactive *HoxD* cluster (Fig. 1A) in undifferentiated mESCs. 

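5C libraries were made from 2 biological replicates of undifferentiated OS25 mESCs, an ESC line that was also used for the differentiation described further on. In 5C, formaldehyde-fixed chromatin is cut with EcoRI and ligated, and each junction between a pair of fragments is copied by one forward and one reverse primer before sequencing. The design covered 133 EcoRI fragments on chromosome 2 (NCBI37/mm9) from 74241352 to 74907778, a span of 666 kb. The deposited matrices hold the signal of each forward–reverse fragment pair as the authors normalized it, the number of reads divided by the total reads of the run and multiplied by 1000. Interaction frequencies are therefore given here in reads per 1000. The totals were 835487 and 909923 reads. At these depths 3 reads correspond to frequencies of 0.00359 and 0.00330, and 1831 (43.1%) and 2099 (49.4%) of the 4251 pairs at least 10 kb apart held no read. These limits cover counting error only, because 5C reads are copies made by PCR.

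The windows were read by eye from the positions drawn in Figure 1A, and a fragment was assigned to a window by its midpoint. The *HoxD*–*Evx2* region then held 22 fragments from 74498312 to 74604594 and 95 pairs at least 10 kb apart. By this rule the fragment carrying *Evx2* itself was counted in the 5′ flank, which held 41 fragments, against 70 in the 3′ flank. The mean frequency over these pairs was taken per library. A domain enrichment was also computed, as the log2 ratio of the mean inside *HoxD*–*Evx2* to the mean of pairs lying inside either flank. It was taken separately at 10 to 20, 20 to 40, 40 to 60, 60 to 80 and 80 to 110 kb and averaged, so that neither distance nor library scaling enters it. Differences were tested with limma on log2 values after adding 0.02 to each frequency. One estimate of the spread came from all 14 ESC libraries, since most groups hold only 2. Region values were tested at 23.9 degrees of freedom, because limma also borrows spread across readouts. Some readouts share fragment pairs of the same libraries. They are therefore not independent, and the p-values may be too small.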

A prominent feature is the high level of 5C interactions detected within the *HoxD*–*Evx2* region (Fig. 1B; Supplemental Figs. S1A, S6A**)**. 

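Contacts were concentrated inside the *HoxD*–*Evx2* region, which carries the *Hoxd* homeobox genes that pattern the body axis and the limbs. The mean interaction frequency there was 1.16 ± 0.37 reads per 1000 (SD, n = 2 libraries). Pairs inside the 5′ flank, with *Lnp* and the GCR, had a mean of 0.152 ± 0.0097 (SD, n = 2), and pairs inside the 3′ flank, with *Mtx2*, had 0.132 ± 0.027 (SD, n = 2). At matched genomic distance the domain enrichment was a log2 ratio of 2.74 (standard error 0.28, limma adjusted p = 3.98e-09 against 0). It was 2.15 in one library and 3.33 in the other. Contacts joining *Hoxd13*–*Hoxd9* to *Hoxd4*–*Hoxd1* were as frequent as the region as a whole, at 1.16 ± 0.46 (SD, n = 2). When forward and reverse primers were scaled to equal means, which by construction also removes part of a domain shared by neighbouring fragments, the enrichment was 0.14 (limma adjusted p = 0.375). Over all 13 alternatives its adjusted p ran from 1.14e-14 to that value.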

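In undifferentiated OS25 mESCs, *Hoxd11* made 2 strong contacts, one with the *Hoxd3* side of the cluster and one with a stretch at *Evx2* that lies next to *HoxD*–*Evx2* as windowed here and is counted in the 5′ flank. The EcoRI fragment over *Hoxd11* (chromosome 2, 74516252 to 74524317) contacted the region downstream from *Evx2* (74482148 to 74498311) at 3.43 and 13.8 reads per 1000 in the 2 libraries. This exceeded 19 and 21 of 21 other window pairs of similar distance in *HoxD*–*Evx2*, whose medians were 0.620 and 1.11. Its contact with the region downstream from *Hoxd3* (74585661 to 74598978) had frequencies of 1.39 and 4.83 and exceeded 10 of 11 comparable window pairs in both libraries, with medians of 0.614 and 0.915. The contact of *Hoxd11* with the region downstream from *Hoxd1* (74604633 to 74613964) was lower, at 0.0610 and 0.192, and exceeded only 1 of 8 comparable window pairs in both libraries. That stretch lies wholly in the 3′ flank, whereas the compared window pairs lie in *HoxD*–*Evx2*, so this rank does not compare like with like. The *Evx2* and *Hoxd3* contacts each rest on 1 fragment pair and the *Hoxd1* contact on 3, so no test was made, and window pairs counted as similar when their distances differed by at most 20 kb.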

The pattern of these 5C contacts (Fig. 1C; Supplemental Fig. S1B) is similar to the one that we reported for the silent *HOXD* cluster in human EC cells (Ferraiuolo et al. 2010), supporting a conserved chromatin conformation at *HoxD* in pluripotent stem cells. If interaction frequency is viewed as inversely proportional to spatial distance, our 5C analysis indicates that the region encompassing the *Hoxd* and *Evx2* genes is folded into a structure that is the most compact part of the region under study (Fig. 1D). This is consistent with our previous observation that the silent *HoxD* cluster in mESCs adopts a visibly compact structure by FISH (Morey et al. 2007).

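The *HoxD*–*Evx2* region stood above every stretch of equal length outside it. Among 29 windows of that length lying wholly in the flanks, none reached its frequency in either library. For this comparison the region was taken as the window from 74491352 to 74602352, so its means differ from those of the assigned fragments. This window was 2.97 times the highest flank window in one library (0.912 against 0.307 reads per 1000) and 4.87 times in the other (1.50 against 0.307). The highest window of all began within *Evx2*'s side of the cluster, from 74481352 to 74592352, with 1.07 and 1.78 reads per 1000. Of the 95 fragment pairs inside *HoxD*–*Evx2*, 81 and 88 exceeded the median flank pair of the same distance class. Between windows set on FISH probes, *Hoxd13*–*Hoxd3* had a frequency of 0.827 ± 0.263 (SD, n = 2), whereas *Hoxd3*–*Mtx2P* had 0.452 ± 0.249 and *Prox*–*Hoxd10* 0.159 ± 0.00967. The comparison of windows and the share of pairs above the flank median were defined after the values had been seen, and neither was tested. Taking interaction frequency as inverse to spatial distance, the paper reasons from this concentration of contacts that *Evx2* and the *Hoxd* genes form the most compact part of the region.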

**Figure 1.**
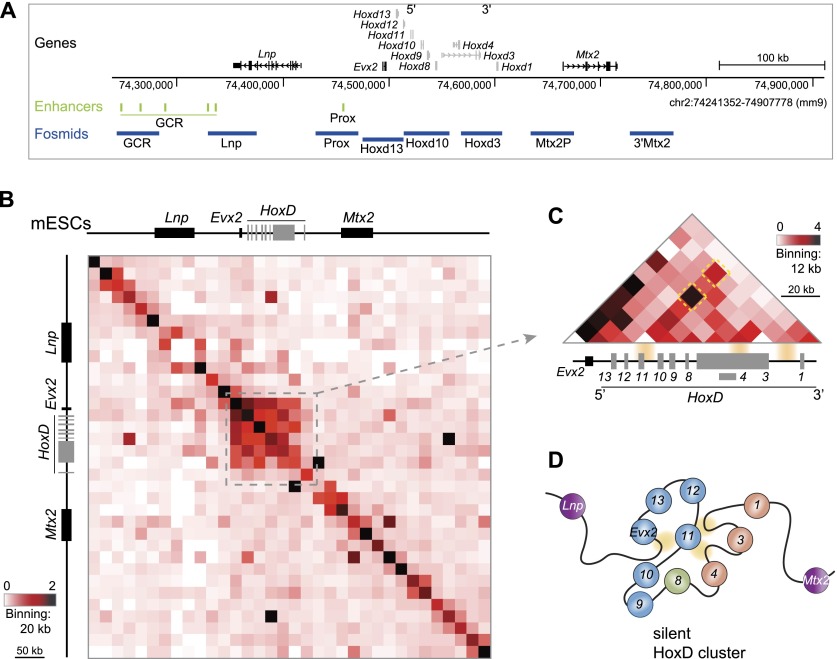
5C analysis of *HoxD* in ESCs. (*A*) A 670-kb region analyzed by 5C in OS25 mESCs, encompassing *Mtx2*, *Hoxd* genes, *Evx2*, and *Lnp*. Distal regulatory elements (Montavon et al. 2011) are highlighted in green. Positions of FISH probes are indicated in blue. Genome coordinates are from the NCBI37/mm9 assembly of the mouse genome. (*B*) Analysis of chromatin organization in undifferentiated mESCs by 5C sequencing across the 670-kb region shown in *A*. The heat map shows 5C data binned over 20-kb windows. Heat map intensities represent the average of interaction frequency for each window, color-coded according to the scale shown. Data for a biological replicate are in Supplemental Figure S1A. Unprocessed normalized data are shown in Supplemental Figure S7. All interaction frequencies were first normalized based on the total number of sequence reads in the 5C data set. (*C*) High-resolution (12-kb binning) zoomed-in view of the 5C data over *Exv2* and the *HoxD* locus. The two contacts conserved in human embryonic carcinoma cells are indicated with dashed yellow boxes. (*D*) Two-dimensional schematic interpretation of the 5C data in OS25 mESCs illustrating the folded nature of the *Evx2–HoxD* domain (not to scale). Contacts between *Hoxd11* and regions downstream from *d1*, *d3*, and *Evx2* are highlighted in yellow.

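Strong local contacts in undifferentiated mESCs spanned most of the *Hoxd* cluster and fell below 50% of their peak inside it on the 3′ side. Frequencies of pairs 10 to 60 kb apart were averaged around positions 10 kb apart, within 20 kb of each. The peak lay at position 74511352 of chromosome 2, between *Hoxd13* and *Hoxd12*, at 1.69 reads per 1000 in the mean of the 2 libraries, against a median of 0.233 along the region. The stretch with at least 50% of the peak value ran from 74491352, in an exon of *Evx2*, to 74561352, in introns of *Hoxd3* and *Hoxd4*, a length of 70 kb. In the separate libraries it measured 70 and 60 kb. This profile was defined after the values had been seen. Its ends are blurred by the averaging within 20 kb of each position and are known less closely than the 10-kb spacing. ChIP and Hi-C values were not analysed here.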

The extent of the strong 5C long-range contacts across *HoxD* in mESCs corresponds well to the domain of histone H3 Lys27 trimethylation (H3K27me3) deposited by the PRC2 complex (Eskeland et al. 2010) and to the sub-TAD identified at *Evx2*–*HoxD* by Hi-C in mESCs (Fig. 2A; Dixon et al. 2012). 

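In undifferentiated mESCs, fragments on the same side of *HoxD* contacted each other somewhat more often than fragments on opposite sides. For pairs 100 to 250 kb apart the mean frequency was 0.0915 ± 0.0161 reads per 1000 (SD, n = 2) within a flank and 0.0605 ± 0.0117 (SD, n = 2) between the 5′ and the 3′ flank. At matched distances from 120 to 250 kb this was a log2 ratio of 0.58 (standard error 0.22, limma adjusted p = 0.0198 against 0), with 0.57 and 0.59 in the 2 libraries. Contacts inside the flanks were low at the distance of the FISH probes. Windows at the GCR and *Lnp*, 88.0 kb apart, had 0.0904 ± 0.0140 reads per 1000 (SD, n = 2), and windows at *Mtx2P* and *3′Mtx2*, 94.0 kb apart, had 0.106 ± 0.0480 (SD, n = 2). The separation of the flanks lost its call without replicate 1 (limma adjusted p = 0.0971), without replicate 2 (0.106) and with distances limited to 120 to 200 kb (0.53, limma adjusted p = 0.0691, the highest over 11 alternatives, whose lowest was 0.00376). With 1 efficiency factor per primer taken from contacts at least 120 kb apart, a setting chosen after seeing the data, the log2 ratio was -0.01.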

At our sequencing depth, we did not see evidence of the two TADs that extend 3′ and 5′ of *HoxD* in the published Hi-C analysis and saw little evidence of other significant long-range 5C interactions in the regions flanking *HoxD*.

**Figure 2.**
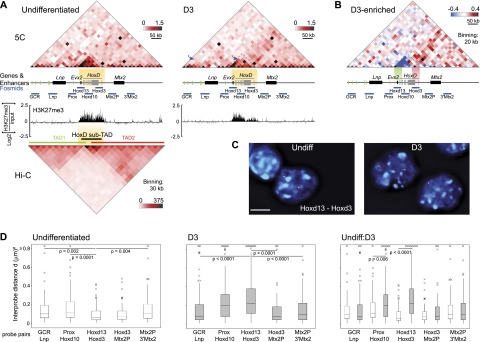
Decompaction of the *HoxD* cluster and increased long-range interactions accompany ESC differentiation. (*A*) Analysis of chromatin organization during OS25 mESC differentiation by 5C sequencing across a 670-kb region containing *Lnp*, *Evx2*, *HoxD* genes, and *Mtx2* in undifferentiated ESCs (*left*) and differentiated cells (D3; *right*). Blue arrows point to GCR–*Lnp* contacts and *HoxD* contacts to compare interaction frequencies. The *top* heat maps show 5C data binned over 20-kb windows, and heat map intensities represent the average interaction frequency for each window. Interaction frequencies were normalized based on total sequence read number. Yellow shading indicates the region of strong 5C signals. H3K27me3 ChIP–chip data (Eskeland et al. 2010) are presented *below*. The *bottom left* heat map shows Hi-C data at 30-kb resolution, normalized based on read depth (Dixon et al. 2012), and TADs for the corresponding region in mESCs. Data for a biological replicate are in Supplemental Figure S1. Unprocessed normalized data are shown in Supplemental Figure S6A. (*B*) Heat map showing interactions enriched in D3 differentiated (red) or undifferentiated (blue) ESCs. Heat map values represent the difference of normalized interaction frequencies between D3 differentiated and undifferentiated cells as indicated by the color scale at the *right*. Green and red shading highlight the regions covered by the fosmids used for the analysis in *C*. (*C*) 3D-FISH with Hoxd13 and Hoxd3 probe pairs counterstained with DAPI (blue) in nuclei from undifferentiated (Undiff) and differentiated (D3) ESCs. Bars, 5 μm. (*D*) Box plots showing the distribution of squared interprobe distances (*d*^2^) in micrometers for GCR–Lnp, Prox–Hoxd10, Hoxd13–Hoxd3, Hoxd3–Mtx2P, and Mtx2P–3′Mtx2 FISH probe pairs in undifferentiated (*left*) and D3 (*middle*) mESCs. The *right* box plots compare the interprobe distance distributions for each probe pair in undifferentiated (Undiff) versus D3 ESCs. Boxes show the median and interquartile range of the data; crosses signify outliers. *n* = 86–101 loci. The statistical significance between data sets was examined by Mann-Whitney *U*-tests. These data are plotted as histograms of the frequency distribution in Supplemental Figure S2.

### Reorganization of HoxD upon ESC differentiation

Retinoic acid (RA)-directed differentiation of mESCs results in activation of *Hoxd* genes (Morey et al. 2007) and visible chromatin decompaction of the locus (Eskeland et al. 2010) reminiscent of the puffed appearance of the active bithorax locus in *Drosophila* polytene chromosomes (Marchetti et al. 2003). However, this contrasts with views of activated *Hox* loci extrapolated from 5C analysis of human fibroblasts (Wang et al. 2011) and 4C in mouse embryos (Noordermeer et al. 2011, 2014). From those data, it was suggested that active *Hox* genes form compact domains.

To determine whether these contrasting models stem from inherent differences in what FISH and 3C techniques can detect, we examined chromatin organization across *HoxD* with 5C and FISH in mESCs differentiated for 3 d (D3) with RA (Fig. 2A; Supplemental Figs. S1A, S6A). 

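5C libraries of D3 cells were made in 2 biological replicates with the primer design used for undifferentiated OS25 cells. The cells had been differentiated for 3 d, the last 2 d with RA. The totals were 608016 and 795847 reads, at which 3 reads correspond to frequencies of 0.00493 and 0.00377. Among the 4251 fragment pairs at least 10 kb apart, 1541 (36.3%) and 2023 (47.6%) held no read. D3 cells were compared with undifferentiated cells in the limma fit of all 14 ESC libraries, and p-values were adjusted by the Benjamini-Hochberg method over the 57 contrasts listed for ESCs. The means of 537 pairs of 20-kb bins were tested in the same way, with adjustment within each contrast. A bin pair was tested when it held at least 1 fragment pair and its mean over the libraries exceeded 0.02. The change values are log2 ratios of D3 to undifferentiated cells, so the group means and their spread carry the unit of the deposited data and the changes do not.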

Under these conditions, gene activation and loss of H3K27me3 mainly occur in the 3′ part of *HoxD* (Fig. 2A; Morey et al. 2007; Eskeland et al. 2010). 

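Contacts across the *Hoxd* cluster fell on differentiation to D3 and, without correction for primer efficiency, stayed above the flanks. The mean frequency inside *HoxD*–*Evx2* was 0.566 ± 0.0478 reads per 1000 (SD, n = 2) in D3 cells. The fitted log2 change, with the pseudocount, was -0.98 (standard error 0.35, limma adjusted p = 0.0383), or 50.7% of the level in undifferentiated cells on that scale. Contacts between the *Hoxd13* and *Hoxd3* probe windows, at the ends of the cluster, fell further, to 0.222 ± 0.00587 (SD, n = 2), a log2 change of -1.77 (standard error 0.39, limma adjusted p = 0.00199). The domain enrichment fell by 1.48 on the log2 scale (standard error 0.40, limma adjusted p = 0.00883) to 1.26. That residual enrichment was above 0 in both D3 libraries, at 1.06 and 1.46 (limma adjusted p = 2.74e-04). It was -0.66 with primers scaled to equal means, past the threshold below 0 (limma adjusted p = 0.00271), and 0.06 with 1 efficiency factor per primer from contacts at least 120 kb apart, a setting chosen after seeing the data (limma adjusted p = 0.970). Between the *Prox* and *Hoxd10* windows the frequency was 0.0918 ± 0.0247 (SD, n = 2), a log2 change of -0.70 that did not pass the threshold (limma adjusted p = 0.192).

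The fall inside *HoxD*–*Evx2* passed the threshold in 1 of 4 leave-outs, without undifferentiated replicate 1. Without undifferentiated replicate 2 it was -0.66 (limma adjusted p = 0.346), and without D3 replicate 1 or 2 it was -0.90 (0.188) and -1.06 (0.101). The fall in enrichment was -0.89 (limma adjusted p = 0.126) without undifferentiated replicate 2 and -1.28 (0.0534) without D3 replicate 1. Among the alternatives, the fall inside *HoxD*–*Evx2* did not pass the threshold with primers scaled to equal means (-0.60, limma adjusted p = 0.312), with no minimum distance (-0.70, 0.151) or with only these groups in the fit (-0.98, 0.140). The fall in enrichment did not pass it with scaled primers (-0.81, 0.190) or with only these groups in the fit (-1.48, 0.171). With primer factors, chosen after seeing the data, neither passed it, although both falls kept about their size. They were -0.94 inside *HoxD*–*Evx2* (limma adjusted p = 0.0802) and -1.40 for enrichment (0.0772). The *Hoxd13*–*Hoxd3* fall passed the threshold in all 4 of these leave-outs, and over 12 alternatives its adjusted p was 8.79e-04 to 0.487, the highest with primers scaled to equal means.

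**Figure D1:**
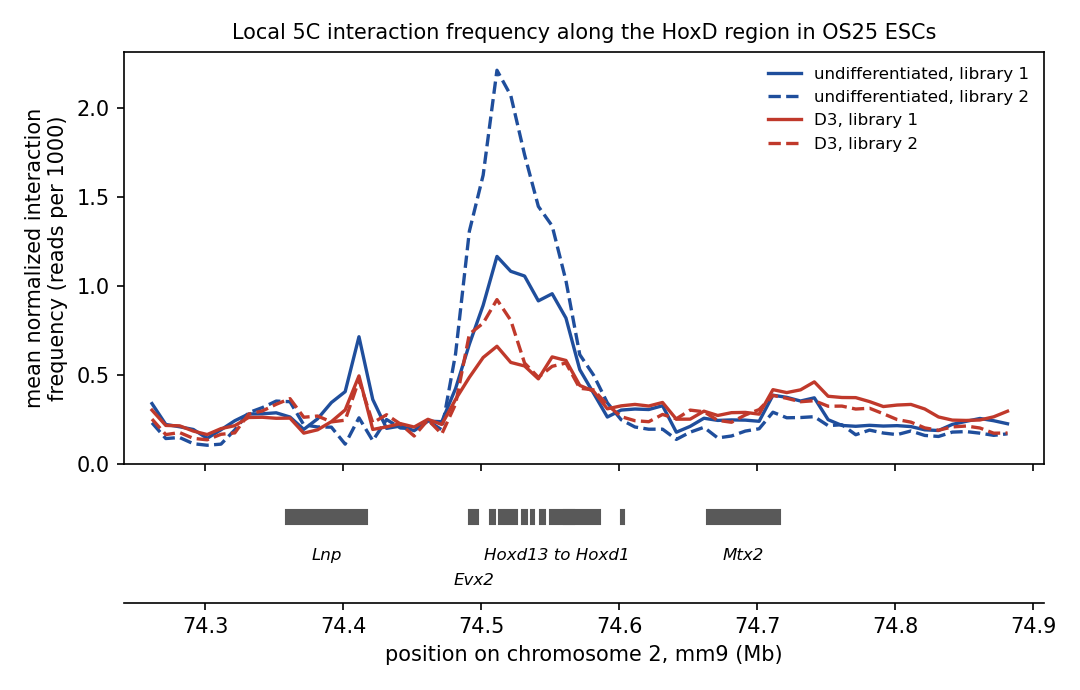
Mean normalized interaction frequency, in reads per 1000, of fragment pairs 10 to 60 kb apart centred within 20 kb of each position on chromosome 2, with 1 line per library and genes drawn as bars. The lines of undifferentiated cells peak at 74511352 with 1.17 and 2.21 reads per 1000, and those of D3 cells peak there with 0.663 and 0.925.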

The high 5C interactions across *HoxD* that we detected in undifferentiated mESCs are strongly reduced in D3 cells but, like H3K27me3, are not completely lost (Fig. 2A,B; Supplemental Fig. S1C). This is consistent with the visible unfolding of *HoxD* chromatin seen upon mESC differentiation (Fig. 2C,D) and the loss of long-range 3C and 5C contacts reported upon *HOXA* activation (Fraser et al. 2009; Ferraiuolo et al. 2010).

FISH using probe pairs across the whole region interrogated by 5C (Supplemental Table S1) confirmed a visible chromatin decompaction during differentiation and that this is restricted to the region overlapping *HoxD* and *Evx2* (*Hoxd13*–*Hoxd3; Prox*–*Hoxd10*) (Fig. 2D; Supplemental Tables S2, S3). However, although FISH indicates that the *HoxD* cluster itself is by far the most unfolded part of this entire 700-kb region in D3 cells, the capture frequencies of many 5C fragment pairs within *HoxD* are still comparable with, or greater than, those in the flanking regions. For example, the global control region (GCR)–*Lnp* region 5′ of *HoxD* is more visibly compact than *HoxD* in D3 cells (Fig. 2D) but has lower 5C reads (Fig. 2A, arrow; Supplemental Fig. S1A).

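In D3 cells, many contacts within *HoxD* had frequencies above the median of the flanks. Of the 95 fragment pairs in *HoxD*–*Evx2*, 57 and 72 exceeded the median flank pair of the same distance class in the 2 libraries, against 81 and 88 in undifferentiated cells and 57 and 49 in *Eed*-/- cells. Without a domain, about as many pairs would lie above that median as below it. None of 29 flank windows as long as the region reached the mean of the window set on it (74491352 to 74602352). That mean was 0.520 against 0.348 reads per 1000 for the highest of them in one library and 0.604 against 0.346 in the other. The window on the region was thus 1.49 and 1.75 times the highest flank window. Contacts between *Hoxd13*–*Hoxd9* and *Hoxd4*–*Hoxd1*, across the cluster, had 0.384 ± 0.0483 (SD, n = 2). These measures were defined after the values had been seen and no test was made of them.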

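The GCR and *Lnp* lie 5′ of the cluster, the first a regulatory region of digit expression. In D3 cells their probe windows (74241352 to 74285356 and 74330936 to 74372968) had a frequency of 0.0832 ± 0.0132 reads per 1000 (SD, n = 2) over 44 fragment pairs. The *Hoxd13* and *Hoxd3* windows (74472944 to 74513956 and 74565758 to 74606639), 93.5 kb apart, stood higher over 24 pairs. The log2 ratio of the first pair to the second was -1.43 ± 0.19 (SD, n = 2), with -1.29 and -1.56 in the 2 libraries. In undifferentiated cells the ratio was -3.17 ± 0.69 (SD, n = 2), and in *Eed*-/- cells it was -1.15 ± 0.14 (SD, n = 2). The GCR–*Lnp* frequency itself had a log2 change of -0.10 between the states (limma adjusted p = 0.970), with a 95% interval from -0.83 to 0.63.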

Apart from the loss of interactions within *HoxD*, the other major change in the 5C profile is the increased interactions captured during differentiation between 3′ *Hoxd* genes and the region extending through *Mtx2* and into the gene desert beyond (Fig. 2B; Supplemental Fig. S1C). However, the distribution of FISH interprobe distances across these regions (*Hoxd3*–*Mtx2P* and *Mtx2P*–*3′Mtx2*) remains largely unchanged upon differentiation (Fig. 2D; Supplemental Fig. S2; Supplemental Tables S2–4), suggesting no major change in chromatin compaction.

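Frequencies between the 3′ *Hoxd* genes and the region beyond them were higher in D3 cells on average, by less than the replicates allow to be called. *Hoxd4*, *Hoxd3* and *Hoxd1* (74548286 to 74604594) contacted the 3′ flank with *Mtx2* and the gene desert (74604633 to 74907778) at 0.430 ± 0.0975 reads per 1000 (SD, n = 2) in D3 and 0.309 ± 0.132 (SD, n = 2) in undifferentiated cells. The log2 change was 0.50 (standard error 0.35, limma adjusted p = 0.409), with a 95% interval from -0.22 to 1.22. The D3 libraries had 0.499 and 0.361 and the undifferentiated ones 0.402 and 0.216, so the groups overlapped, although D3 was higher within each replicate number. With replicate number as a block the limma adjusted p was 0.422. Contacts of the 5′ *Hoxd* genes with the same flank had 0.128 ± 0.00543 and 0.118 ± 0.00587 (SD, n = 2 each). Between the *Hoxd3* and *Mtx2P* probe windows the log2 change was 0.44 (limma adjusted p = 0.561), and between *Mtx2P* and *3′Mtx2* 0.48 (limma adjusted p = 0.456). Of 537 pairs of 20-kb bins, limma called 1 higher and 0 lower in D3, with 27 at an unadjusted p under 0.05, and the called pair lies in the 5′ flank at *Lnp*.

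From the contacts that remain in *HoxD* and those gained 3′ of it, set against interprobe distances, the paper cautions against inferring spatial proximity at high resolution from contact frequency or FISH alone in every case.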

These data caution against the simple assumption that spatial proximity between genomic regions can always be inferred at high resolution from either contact frequencies in 3C-based assays or FISH alone.

### Topography of the HoxD regulatory domain across the anterior–posterior axis of the distal limb

To gain more insight into views of long-range chromatin conformation from 3C and FISH, we examined *HoxD* in another developmental context. Digit growth and patterning depend on the correct regulation of expression from 5′ *Hoxd* genes, initiated in the posterior part of the distal limb bud during the late phase of limb development. This is controlled by multiple long-range regulatory elements/enhancers spread throughout a large gene desert 5′ of *HoxD* (Fig. 3A; Spitz et al. 2003; Montavon et al. 2011). In 4C assays from embryonic day 12.5 (E12.5) distal limb buds, these enhancers could be captured cross-linked to both the promoter of *Hoxd13* and each other. It was therefore suggested that these elements are brought close to each other and *Hoxd13* by multiple chromatin loops.

**Figure 3.**
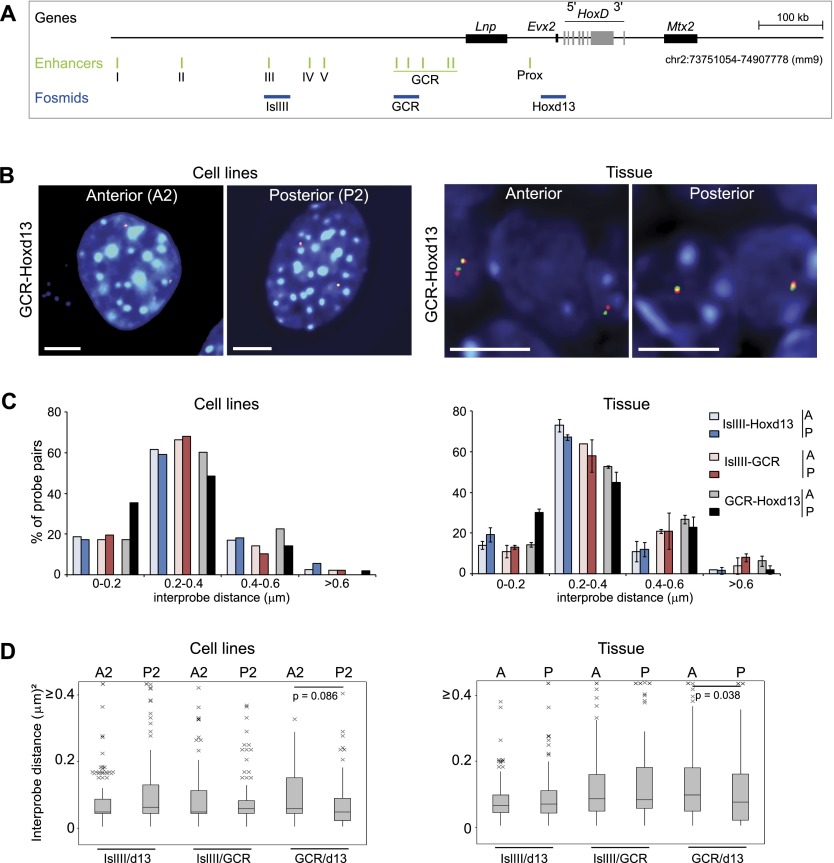
FISH analysis of the 5′ *HoxD* regulatory region in anterior and posterior distal limb cells. (*A*) A 1.16-Mb region analyzed by 5C in limb cells and including the gene desert 5′ of *HoxD* that contains distal limb-specific regulatory elements (highlighted in green) (Montavon et al. 2011). Positions of the fosmids used for FISH experiments are indicated in blue. (*B*) FISH with Hoxd13 and GCR probes in nuclei of cell lines derived from the anterior (A2) or posterior (P2) E10.5 distal embryonic forelimb (*left*) and anterior or posterior E11.0 distal forelimb tissue (*right*). Bars, 5 μm. (*C*) Frequency distributions of interprobe distances (*d*) in 0.2-μm bins between the GCR, Hoxd13, and IslIII probes in nuclei from A2 and P2 limb cell lines (*left*) or anterior (A) and posterior (P) parts of the distal E11.0 forelimb bud (*right*) (data from Williamson et al. 2012). *n* = 93–151. Error bars represent SEM obtained from two different tissue sections. (*D*) Box plots *below* show the distribution of squared interprobe distances (*d*^2^) in micrometers between IslIII/Hoxd13, IslIII/GCR, and GCR/Hoxd13 probe pairs in A2 and P2 limb cell lines (*left*) and anterior (A) or posterior (P) limb tissue (*right*). *n* = 191 loci for cell lines; *n* = ∼100 loci for tissue. The statistical significance of differences between data from distal anterior and distal posterior nuclei was examined by Mann-Whitney *U*-tests.

Consistent with this model, FISH in the E11 distal forelimb reveals a posterior-specific high (30%) colocalization (≤200 nm) frequency of *Hoxd13* alleles, with the best-characterized regulatory element 180 kb upstream of *Hoxd13*—the GCR (Fig. 3B,C; Supplemental Table S5; Williamson et al. 2012). This is recapitulated in mesenchymal cell lines derived from the anterior (A2) or posterior (P2) of dissected E10.5 forelimb buds (Fig. 3B,C), which also preserve the anterior–posterior differences in 5′ *Hoxd* expression (Supplemental Fig. S3; Williamson et al. 2012). The *Hoxd13*–GCR colocalization frequency (35%) in P2 cells, which strongly express *Hoxd13*, is significantly higher (*P* = 0.005) than that in A2 cells (Fig. 3C; Supplemental Table S5). However, as we reported previously in limb tissue (Williamson et al. 2012), there is little colocalization between *Hoxd13* and another of the regulatory elements, island III (IslIII), or between GCR and IslIII in A2 and P2 cells, and there is no elevated colocalization frequency in P2 cells compared with A2 (Fig. 3C; Supplemental Table S5). This argues against a model in which the different enhancers are brought together by discrete contacts into a regulatory hub (Montavon et al. 2011). Rather, the low median *Hoxd13*–IslIII and GCR–IslIII interprobe FISH distances (221–250 nm) (Fig. 3D; Supplemental Table S6) suggest that the whole region from IslIII to *Hoxd13* is configured into a generally compact structure in both cell lines and tissue from the distal limb.

A key attribute of 4C is that ligation products are detected looking out from single viewpoints, and so the conformation of whole chromosomal domains cannot be extrapolated from these restricted data. We therefore used 5C to compare all of the cross-linked associations captured between sequences in the 1.2-Mb region containing *HoxD* and its 5′ regulatory domain (Fig. 3A) in A2 and P2 cells. 

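The A2 and P2 lines are mesenchymal cells from the anterior and the posterior distal forelimb bud at E10.5, and only P2 strongly expresses *Hoxd13*. Each gave 2 5C libraries with an extended design of 203 EcoRI fragments on chromosome 2 (mm9) from 73751054 to 74907778. A2 had totals of 1081237 and 718996 reads and P2 of 478818 and 2096681, normalized by the authors as for ESCs. Of 10068 fragment pairs at least 10 kb apart, 423 (4.20%) and 2360 (23.4%) held no read in A2, and 198 (1.97%) and 1393 (13.8%) in P2. Matrices of the first libraries of both lines name the added fragments differently from those of the second. Pairs at least 10 kb apart took 83.0% and 85.8% of the reads in the first A2 and P2 libraries but 71.2% and 73.0% in the second. Values of single pairs did not split this way throughout, since the first libraries of both lines had a correlation of 0.868 but the second ones 0.743, against 0.746 between the A2 and 0.813 between the P2 libraries. Differences between P2 and A2 are therefore also given within the first and within the second libraries. Windows were read by eye from Figures 1A and 3A. The limma fit of the 4 libraries found no more variation in spread between readouts than chance gives and used one spread for all. Its p-values rest on that pooling, at 22 degrees of freedom. Some of the pooled readouts share fragment pairs, so the p-values may be too small. Adjustment was over 10 contrasts.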

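In A2 and P2 limb cells, fragments 5′ and 3′ of *Hoxd9* formed separate contact domains. At each of 158 fragment boundaries, the mean frequency within each side was set against that across it, for pairs 50 to 300 kb apart. The log2 ratio was highest at position 74537329 of chromosome 2, in an exon of *Hoxd9*, in all 4 libraries. Its value was 1.09 and 0.96 in the A2 libraries and 1.31 and 1.04 in the P2 libraries. At 120 to 250 kb, contacts within the 5′ or the 3′ flank exceeded those between them by a log2 ratio of 1.36 in A2 (standard error 0.13, limma adjusted p = 2.49e-09) and 1.65 in P2 (standard error 0.13, limma adjusted p = 1.32e-10). The place of the boundary moved with the span compared. With 200 kb on each side it lay at 74516252, between *Hoxd12* and *Hoxd11*, in the A2 mean, and with 400 kb at 74505530, 5′ of *Hoxd13*, in A2 and at 74516252 in P2.

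**Figure D2:**
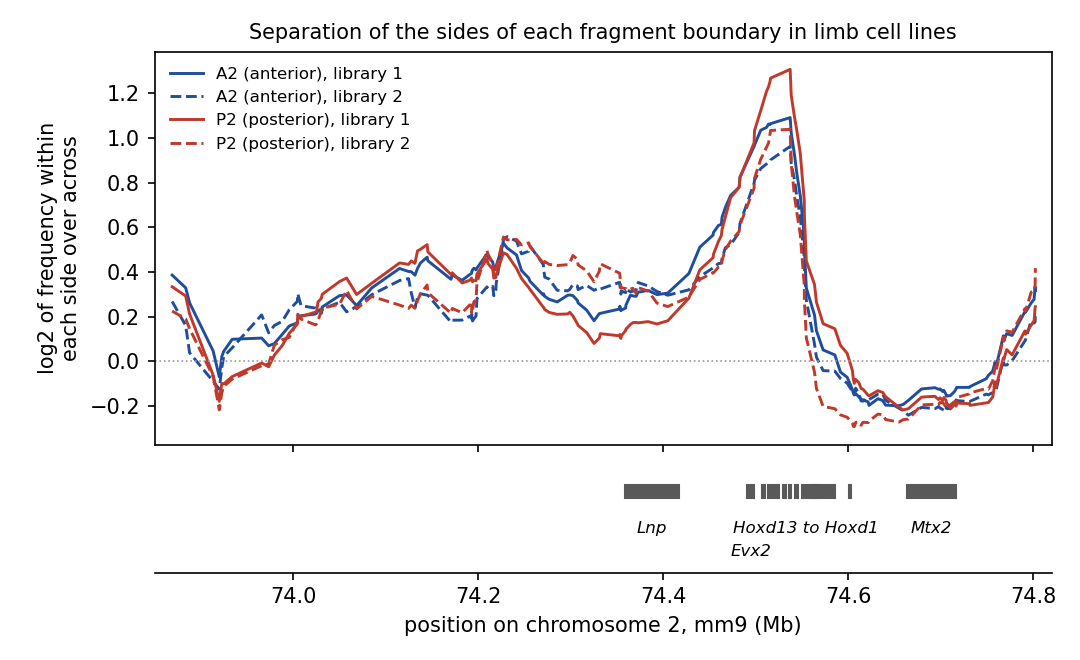
Log2 ratio of interaction frequency within each side of a fragment boundary to that across it, by position on chromosome 2, with 1 line per limb library and genes drawn as bars. All 4 lines reach their maximum at 74537329.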

Two interaction domains are clearly identified in both anterior and posterior limb cells (Fig. 4A; Supplemental Figs. S4A, S6B), demarcated by a boundary at *Hoxd9-10*. This corresponds well to the major TAD boundary reported in mESC Hi-C data (Fig. 4B, bottom heat map; Dixon et al. 2012). The 5′ *Hoxd* region, particularly around *Hoxd13*, has a high cross-linking efficiency with *Evx2* and *Lnp* and throughout the 5′ gene desert. In contrast, the 3′ end of *HoxD* predominantly interacts with the 3′ gene desert.

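The *Hoxd13* viewpoint (chromosome 2, 74472944 to 74513956), which in these windows includes *Evx2*, contacted *Evx2*, *Lnp* and the 5′ gene desert in both limb lines. With the stretch through *Evx2* and *Lnp* it had 0.170 ± 0.0176 reads per 1000 in A2 and 0.205 ± 0.0148 in P2 (SD, n = 2 each). Over the whole 5′ regulatory domain, from 73751054 to 74498311, the frequency was 0.112 ± 0.00866 in A2 and 0.134 ± 0.00507 in P2 (SD, n = 2 each). With the 3′ flank it was 0.0842 ± 0.00964 in A2 and 0.0845 ± 0.00547 in P2 (SD, n = 2 each). These means are not comparable, since the 5′ domain overlaps the viewpoint whereas the 3′ flank begins only beyond the 3′ *Hoxd* genes, and they were not tested. At 50 to 400 kb on both sides, the log2 ratio of 5′ to 3′ was 0.12 in A2 (limma adjusted p = 0.385) and 0.34 in P2 (limma adjusted p = 0.0209). The 5′ *Hoxd* genes as a group had 0.132 ± 0.00754 with the *Lnp* and GCR flank in A2 and 0.162 ± 1.19e-04 in P2 (SD, n = 2 each).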

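*Hoxd1*, at the 3′ end of the cluster, contacted the 3′ side more than the 5′ side in both limb lines. From its viewpoint (74591760 to 74610266), fragments 50 to 400 kb away in the 3′ direction had 0.121 ± 0.0149 reads per 1000 in A2 and 0.129 ± 0.0253 in P2 (SD, n = 2 each). In the 5′ direction they had 0.0574 ± 0.00714 and 0.0607 ± 0.00166 (SD, n = 2 each). The log2 ratio of 5′ to 3′ was -1.07 in A2 and -1.08 in P2 (standard error 0.13, limma adjusted p = 8.76e-08 for both). *Hoxd4*, *Hoxd3* and *Hoxd1* together contacted the 5′ regulatory domain at 0.0459 ± 0.0062 in A2 and 0.0442 ± 6.72e-04 in P2 (SD, n = 2 each).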

**Figure 4.**
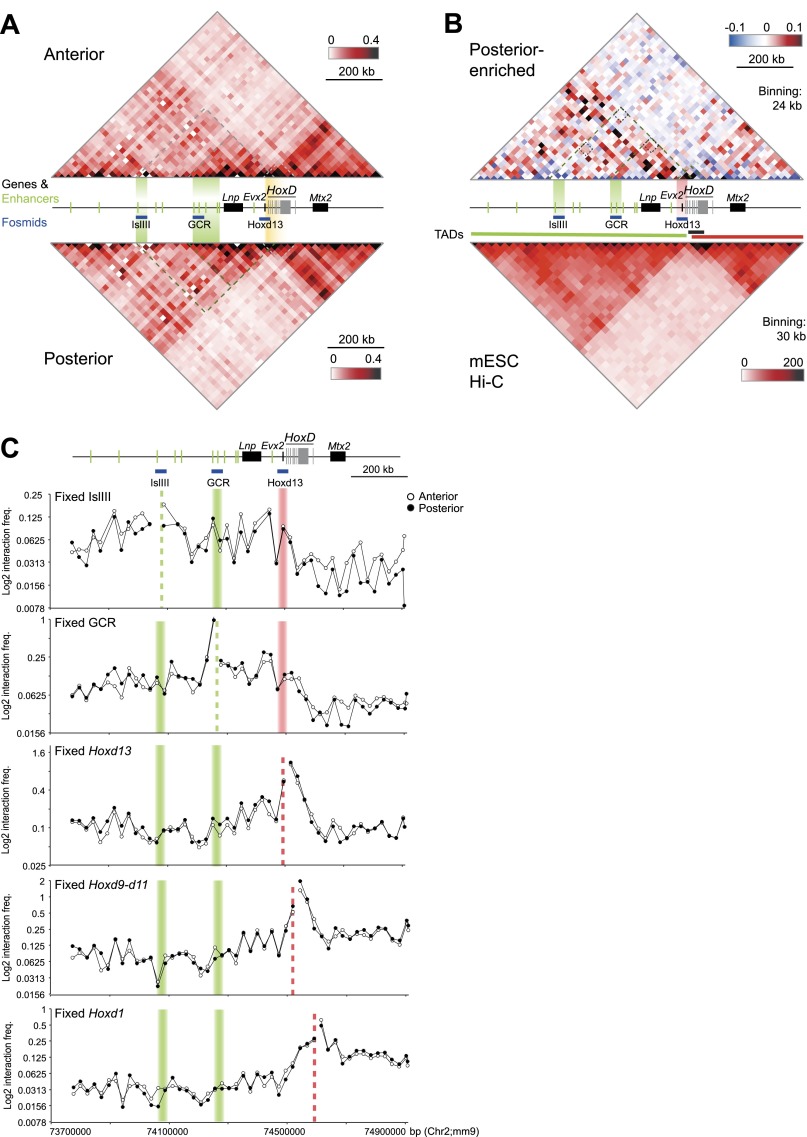
Long-range interactions in the 5′ *HoxD* regulatory region in anterior and posterior distal limbs. (*A*) 5C heat maps show the average interaction frequencies (24-kb bins) across *HoxD* and its regulatory domain in anterior (A2; *top*) and posterior (P2; *bottom*) limb cell lines according to color scales as described in Figure 1. Interaction frequencies were normalized based on total sequence read number. Black dotted lines indicate the areas encompassing IslIII–*Hoxd13* or GCR–*Hoxd13*. (*B*, *top*) Heat map showing 5C interactions enriched in P2 (red) or A2 (blue) cells. Heat map values are the difference of normalized interaction frequencies between P2 and A2 cells and are color-coded according to the scale at the *top right*. (*Bottom*) Heat map shows Hi-C data normalized based on read depth and the position of TADs (Dixon et al. 2012) for the corresponding region in mESCs. (*C*) Virtual 4C analysis obtained by extracting 5C interactions with viewpoints fixed at IslIII, GCR, *Hoxd13*, *Hoxd9–10*, and *Hoxd1*. Dashed lines indicate the position of the fixed viewpoint from regulatory elements (green) or *Hoxd* genes (orange). Data from A2 anterior and P2 posterior limb cell lines are in open and filled circles, respectively. Data from a biological replicate are shown in Supplemental Figure S4, and unprocessed normalized data are shown in Supplemental Figure S6B.

This aspect of *HoxD* compartmentalization is consistent with 4C results from E9.5 and E12.5 limbs (Montavon et al. 2011; Andrey et al. 2013). To examine this more closely, we extracted the interactome of IslIII, GCR, *Hoxd13*, *Hoxd9–11*, and *Hoxd1* from our 5C data sets and generated “virtual 4C” profiles by considering each of the fixed viewpoints as pseudobaits (Fig. 4C; Supplemental Fig. S4C). This is reminiscent of the approach used to compare interaction profiles derived from 4C and Hi-C in mESCs (Denholtz et al. 2013). 

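*Hoxd9–11* contacts in limb cells leaned to the 3′ side of the cluster. *Hoxd13* contacts leaned slightly to the 5′ side, past the threshold in P2 but not in A2. The *Hoxd9–11* viewpoint (74516252 to 74538484 of chromosome 2) rests on 2 fragments, 1 over *Hoxd11* and 1 over *Hoxd9*, with none over *Hoxd10*. The domain boundary at 74537329 lies between these fragments. From this viewpoint, the 3′ direction had 0.177 ± 2.91e-04 reads per 1000 in A2 and 0.222 ± 0.0301 in P2 (SD, n = 2 each), over 50 to 400 kb. The log2 ratio of 5′ to 3′ was -0.69 in A2 (standard error 0.13, limma adjusted p = 3.84e-05) and -0.88 in P2 (standard error 0.13, limma adjusted p = 1.58e-06). For *Hoxd13*, the 5′ direction had 0.105 ± 0.0114 and the 3′ direction 0.0968 ± 0.0111 in A2 (SD, n = 2 each). In P2 these were 0.130 ± 0.0107 and 0.103 ± 0.00409 (SD, n = 2 each). The *Hoxd13* log2 ratio was 0.12 in A2 (limma adjusted p = 0.385), with a 95% interval from -0.16 to 0.39, and 0.34 in P2 (limma adjusted p = 0.0209), with 0.46 and 0.21 in its 2 libraries. The difference of this ratio between the lines was 0.22 and did not pass the threshold (limma adjusted p = 0.631). Limited to 50 to 200 kb, the *Hoxd9–11* ratio was -0.10 in A2 (limma adjusted p = 0.493) and -0.27 in P2 (0.108), each the highest of 12 alternatives, whose lowest were 3.21e-07 and 6.37e-09. With primers scaled to equal means, the *Hoxd13* ratio in A2 was 0.49 (limma adjusted p = 4.42e-04).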

Although virtual 4C confirms the generally higher *Hoxd9–10* and *Hoxd1* interaction frequencies with the region 3′ of *HoxD* compared with the 5′ flanking region, for the fixed viewpoint of *Hoxd13* interaction, frequencies up to 400 kb into the 5′ regulatory domain are not substantially higher than those extending 400 kb in the other direction. This argues against strictly exclusive conformational compartments for 5′ *Hoxd* and more 3′ regions in the limb and is not consistent with the 4C signals enriched throughout the region 5′ of *Hoxd13*, compared with the 3′ direction, during limb development (Andrey et al. 2013).

5C heat maps (Fig. 4AB; Supplemental Figs. S4AB) and virtual 4C (Fig. 4C; Supplemental Fig. S4C) also do not identify specific interactions between the regulatory elements of the 5′ gene desert and *Hoxd13* that would be indicative of discrete enhancer–promoter loops. Instead, the data point to chromatin conformations with enriched interaction frequencies between the enhancers (e.g., IslI, IslIII, and GCR) and the whole 5′ regulatory domain, including *Hoxd13* (Fig. 4A,B, larger area with dotted outline)*.* This is consistent with the view obtained by FISH of enhancers and target genes brought into proximity by a general compaction of the whole region rather than by specific loops (Fig. 3D; Williamson et al. 2012). 

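Neither IslIII nor the GCR, both regulatory elements of the 5′ gene desert, stood out sharply from its neighbours in contacts with *Hoxd13*. IslIII (74004374 to 74037000) was below the mean of its neighbours within 100 kb on both sides. The log2 ratios were -0.46 and -1.06 in the A2 libraries and -0.46 and -0.19 in the P2 libraries. The neighbours enter as 1 mean per library, so these ratios carry no local spread. The GCR was slightly above its neighbours, with 0.20 and 0.46 in A2 and 0.33 and 0.20 in P2. The means for the GCR were 0.33 ± 0.19 in A2 and 0.26 ± 0.09 in P2 (SD, n = 2 each). No test was made across libraries. With primers scaled to equal means the GCR ratio was 0.03 in A2 and -0.10 in P2.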

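Mean contact frequencies in the 5′ regulatory domain were taken over whole stretches, which does not show how evenly contacts were spread. Fragments from the GCR window through the *Hoxd13* window (74241352 to 74513956) contacted each other at 0.138 ± 0.0182 reads per 1000 in A2 and 0.144 ± 0.0330 in P2 (SD, n = 2 each, 481 fragment pairs). The GCR and IslIII windows contacted each other at 0.0656 ± 0.00748 in A2 and 0.0710 ± 0.00889 in P2 (SD, n = 2 each, 32 pairs). For comparison, the *Lnp* and GCR flank contacted the 3′ flank at 0.0422 ± 0.00745 in A2 and 0.0373 ± 0.00719 in P2 (SD, n = 2 each), over distances that were not matched. Between P2 and A2, the log2 change within the GCR-to-*Hoxd13* stretch was 0.04 (limma adjusted p = 0.946) and between GCR and IslIII 0.09 (limma adjusted p = 0.946). From contacts between the enhancers and the whole 5′ domain, together with FISH, the paper proposes that enhancers and target genes are brought near each other by general compaction of the region and not by specific loops.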

For the region up to and just beyond the GCR, these interactions are generally more frequent in *Hoxd13*-expressing P2 cells than in A2 cells (Fig. 4B,C, smaller dotted area; Supplemental Fig. S4B,C). 

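Contacts of the GCR with *Hoxd13* were higher in P2 than in A2 on average, by an amount within the error of the comparison. The GCR and *Hoxd13* windows had 0.134 ± 0.0167 reads per 1000 in P2 and 0.111 ± 0.00217 in A2 (SD, n = 2 each, 28 fragment pairs). This is a log2 change of 0.23 (standard error 0.19, limma adjusted p = 0.631), with a 95% interval from -0.16 to 0.61. Within the first libraries it was 0.32 and within the second 0.13. The GCR was also set against the stretch toward *Hoxd13* (74285357 to 74470655), which ends before the *Hoxd13* window. The frequencies there were 0.108 ± 0.0280 in P2 and 0.110 ± 0.00856 in A2 (SD, n = 2 each, 123 pairs). The log2 change was -0.04 (limma adjusted p = 0.946), with 0.12 in the first libraries and -0.19 in the second. The 5′ *Hoxd* genes contacted the *Lnp* and GCR flank at 0.1624 and 0.1625 in the P2 libraries and 0.127 and 0.137 in the A2 libraries. That difference was not tested. Inside *HoxD*–*Evx2* the log2 change was 0.44 (standard error 0.19, limma adjusted p = 0.136), with 0.07 in the first and 0.81 in the second libraries. Of 1114 pairs of 24-kb bins, limma called 0 changed, with 19 at an unadjusted p under 0.05, and the P2–A2 differences of the first and the second libraries had a correlation of -0.0236 across these bin pairs, which are not independent replicates. Without replicate 1 of A2 the count was 12 and without replicate 1 of P2 it was 2.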

FISH also captures this difference (Fig. 3). In contrast, 5C interaction frequencies between IslIII and the rest of the regulatory domain extending toward *Hoxd13* are no different between the two cell lines (Fig. 4C), and this is also reflected in the FISH data.

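IslIII contacted the domain extending toward *Hoxd13* at nearly equal frequencies in both lines. The means were 0.0616 ± 0.00729 reads per 1000 in P2 and 0.0587 ± 0.00576 in A2 (SD, n = 2 each, 304 fragment pairs). The log2 change was 0.05 (standard error 0.19, limma adjusted p = 0.946), with a 95% interval from -0.33 to 0.44, and it was 0.07 within the first libraries and 0.04 within the second. For the IslIII and *Hoxd13* windows alone the frequencies were 0.101 ± 0.0137 in P2 and 0.0622 ± 0.0225 in A2 (SD, n = 2 each, 28 pairs). That log2 change, 0.58 (standard error 0.19), missed the threshold with a limma adjusted p of 0.0520, and it was 0.18 within the first libraries and 0.98 within the second. Over 10 alternatives its adjusted p ran from 0.0174 to 0.574, passing the threshold with no minimum distance and with a pseudocount of 0.005.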

### A compact HoxD domain in ESCs requires PRC2

Limb cells do not lend themselves readily to further dissection of the mechanisms that control chromatin structure. In contrast, in mESCs, the visibly compact chromatin structures of the silent *HoxB* and *HoxD* loci have been shown to be dependent on the PRC complexes PRC1 and PRC2 (Eskeland et al. 2010).

H3K27me3 is catalyzed by the PRC2 component Ezh2, whose chromatin immunoprecipitation (ChIP) profile across *HoxD* in mESCs also parallels that of H3K27me3 (Fig. 5A; Illingworth et al. 2012). 

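In wild-type ESCs the strong local contacts covered *Evx2* and most of the *Hoxd* genes. From 2 libraries with the ESC primer design, the stretch with at least 50% of the peak frequency ran from 74491352, in an exon of *Evx2*, to 74571352, in an intron of *Hoxd3*, a length of 80 kb. The peak was 1.35 reads per 1000 against a median of 0.222 along the region. In the single libraries the stretch measured 70 and 80 kb. Of 95 fragment pairs inside *HoxD*–*Evx2*, 83 and 87 exceeded the median flank pair of the same distance class. The domain enrichment was a log2 ratio of 2.90 ± 0.06 (SD, n = 2, limma adjusted p = 1.95e-09 against 0), and 0.17 with primers scaled to equal means (limma adjusted p = 0.316). The profile was defined after the values had been seen, and binding data for Ezh2 and H3K27me3 were not analysed here.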

The distribution of H3K27me3 and Ezh2 also corresponds to the extent of the strong 5C interaction domain, suggesting that PRC2 might be important for chromatin conformation at *HoxD* (Fig. 5A; Supplemental Figs. S5A, S7). To directly demonstrate a role of PRC2 in chromatin compaction, we carried out both 5C and 3D-FISH on ESCs mutant for PRC2 (*Eed*^*−/−*^). 

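5C libraries were analysed from wild-type ESCs (2 libraries), *Eed*-/- ESCs (2), *Ring1B*-/- ESCs (3) and *Ring1B*-/- ESCs carrying wild-type *Ring1B* (2) or the I53A mutant (1). Eed is a core subunit of PRC2, and Ring1B is the ubiquitin ligase of PRC1, an activity the I53A mutation removes. The totals were 653441 and 692267 reads for wild-type cells, 1086406 and 906901 for *Eed*-/-, and 1103714, 1708047 and 769601 for *Ring1B*-/-. The cells with wild-type *Ring1B* had 216419 and 607997 reads and those with I53A 309935, the shallowest among the ESC libraries being the first of these. Of 4251 fragment pairs at least 10 kb apart, those without a read made up 59.2% and 59.8% in wild-type, 62.7% and 60.3% in *Eed*-/-, and 45.7%, 24.2% and 49.6% in *Ring1B*-/- libraries. In the cells with *Ring1B* put back the shares were 63.5%, 52.1% and 53.8%. The frequency equal to 3 reads ran from 0.00176 in the deepest of these libraries to 0.0139 in the shallowest. The paper names more than one *Eed* clone, and the libraries were not assigned to them here. Fragments, primers, normalization and tests were those of the OS25 comparison, and the single I53A library was assumed to vary like the other groups.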

Ezh2 is degraded (Montgomery et al. 2005), and H3K27me3 is lost globally from these cells (Eskeland et al. 2010). Ring1B (PRC1) binding is also lost from *Hox* loci in PRC2-null cells (Eskeland et al. 2010; Leeb et al. 2010), likely due to the dependence on H3K27me3 recognition by the Cbx subunits of canonical PRC1 (Morey et al. 2012). The 5C interaction domain over *HoxD* was virtually eliminated in *Eed*^*−/−*^ cells (Fig. 5B; Supplemental Fig. S5B), coincident with a visible decompaction that is detected by FISH and restricted to *HoxD* (Fig. 5D,E, *Hoxd13*–*Hoxd3*; Supplemental Table S7, wt/*EED*^*−/−*^, *P* < 0.0001; Eskeland et al. 2010). Therefore, both FISH and 5C appear to show that PRC2 is required to maintain *Hox* loci in a compact silent chromatin conformation in mESCs.

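Loss of Eed removed most of the contacts across the *Hoxd* cluster. The mean frequency inside *HoxD*–*Evx2* was 0.339 ± 0.0488 reads per 1000 in *Eed*-/- and 1.19 ± 0.15 in wild-type cells (SD, n = 2 each). The log2 change was -1.76 (standard error 0.35, limma adjusted p = 0.00112), which on that fitted scale leaves 29.6% of the wild-type level. Between the *Hoxd13* and *Hoxd3* windows the frequency fell from 0.712 ± 0.0302 to 0.199 ± 0.0851 (SD, n = 2 each), a log2 change of -1.80 (standard error 0.39, limma adjusted p = 0.00199). The domain enrichment fell by 2.27 on the log2 scale (standard error 0.40, limma adjusted p = 3.97e-04). It was 0.63 and 0.62 in the 2 *Eed*-/- libraries (limma adjusted p = 0.0384 against 0). In each, 2 of 29 flank windows of equal length exceeded the window set on *HoxD*–*Evx2* (74491352 to 74602352). This residual enrichment depended on the setting. It did not pass the threshold without replicate 1 or 2 (limma adjusted p = 0.151 and 0.148) or with scaling by flank pairs (0.0558). It was -0.28 with primers scaled to equal means (0.143) and -0.46 with primer factors from contacts at least 120 kb apart, a setting chosen after seeing the data (0.289). GCR–*Lnp* contacts, in the 5′ flank, had a log2 change of 0.11 (limma adjusted p = 0.970), and *Hoxd3*–*Mtx2P* contacts, which join the cluster to the 3′ flank, one of 0.12 (0.970). Between the *Prox* window and the *Hoxd10* window inside the cluster the change was -0.37 (0.636), and over the whole span from *Prox* to *Hoxd10* it was -1.08 and passed the threshold (0.0346).

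Among 537 pairs of 20-kb bins, limma called 4 lower and 2 higher in *Eed*-/- cells, with 59 at an unadjusted p under 0.05. The falls included *Evx2* with *Hoxd3*–*Hoxd1* (74481352 to 74501351 and 74581352 to 74601351), from 0.550 ± 0.0108 to 0.0426 ± 0.0603 (SD, n = 2 each, limma adjusted p = 0.0492). The bin 74521352 to 74541351, whose fragments begin at *Hoxd9* and leave out *Hoxd11* and *Hoxd10*, fell in contacts with *Hoxd3*–*Hoxd4*. These went from 0.782 ± 0.325 to 0.104 ± 0.0451 (SD, n = 2 each). Its contacts with the bin 74601352 to 74621351, which holds *Hoxd1* and then part of the 3′ flank, also fell. They went from 0.406 ± 0.114 to 0.0490 ± 2.19e-04 (SD, n = 2 each). The number of called bin pairs dropped to 0 or 1 when any library was left out and to 0 with replicate number as a block or with only these groups in the fit. Other settings moved the number both ways. It was 12 with a pseudocount of 0.1, 9 with scaling by flank pairs, 4 with a pseudocount of 0.005 and 1 with 12-kb bins. With primers scaled to equal means the change inside *HoxD*–*Evx2* was -0.64 (limma adjusted p = 0.312) and that of *Hoxd13*–*Hoxd3* -0.36 (0.919). That of enrichment was -0.46 (0.487, the highest of 14 alternatives, whose lowest was 1.33e-05). The paper proposes from the lost contacts, with the decompaction seen by FISH, that PRC2 is required to keep *Hox* loci in a compact silent state.

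**Figure D3:**
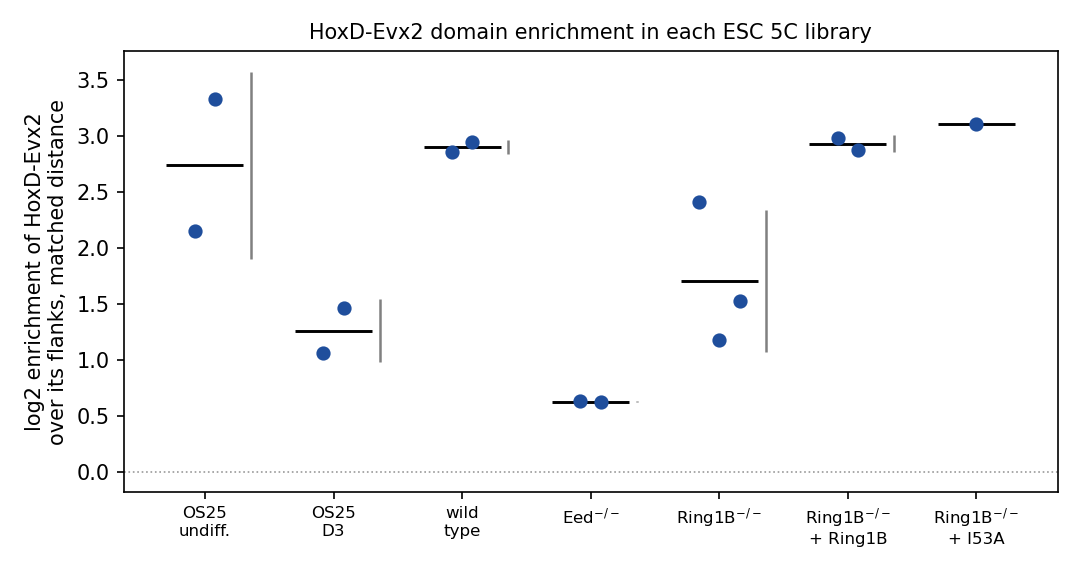
Log2 domain enrichment of *HoxD*–*Evx2* over its flanks at matched distance, with 1 point per ESC library, horizontal lines at the group means and vertical lines of 1 SD on either side where a group has more than 1 library. Wild-type libraries lie at 2.86 and 2.95, and *Eed*-/- libraries lie lowest of the 7 groups.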

**Figure 5.**
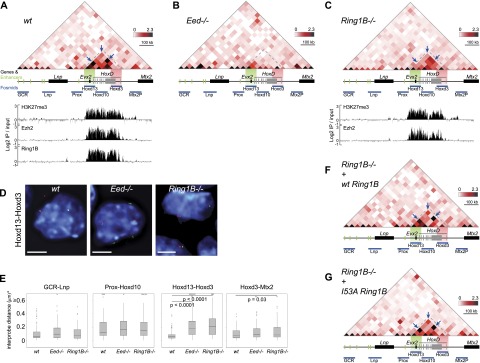
5C signals within the *HoxD* domain in polycomb mutant ESCs. 5C sequencing across *HoxD* in wild-type (wt) (*A*), PRC2 mutant (*Eed*^*−/−*^) (*B*), and PRC1 mutant (*Ring1B*^*−/−*^) (*C*) mESCs. 5C heat maps show the average interaction frequencies, normalized based on total sequence read number, per 20-kb bin using color scales as described in Figure 1. *Below* the heat maps, the position of genes is indicated in gray, regulatory elements are in green, and fosmid probes are in blue. Green and red highlight the regions covered by the fosmids used for the analysis in *D*. In *A* and *C*, ChIP–chip data for H3K27me3, Ezh2 (PRC2), and Ring1B (PRC1) from the respective mESCs are shown *below* the 5C heat maps (data from Illingworth et al. 2012). In *Eed*^*−/−*^ ESCs, Ezh2 is degraded, and H3K27me3 is reduced globally (Montgomery et al. 2005), so no ChIP data are shown. Data for a biological replicate are in Supplemental Figure S5. Unprocessed normalized data are shown in Supplemental Figure S7A. (*D*) 3D-FISH with Hoxd13 and Hoxd3 probe pairs (red and green) in nuclei (blue) from wild-type (wt) and polycomb-null mutant (*Eed*^*−/−*^ and *Ring1B*^*−/−*^) mESCs. Bars, 5 μm. (*E*) Box plots showing the distribution of 3D-FISH squared interprobe distances (*d*^2^) for probe pairs GCR–Lnp, Prox–Hoxd10, Hoxd13–Hoxd3, and Hoxd3–Mtx2P in wild-type and polycomb-null mutant (*Eed*^*−/−*^ and *Ring1B*^*−/−*^) ESCs. Boxes show the median and interquartile range of the data; crosses signify outliers. *n* = 93–107 loci. The statistical significances between the probe pairs covering the same region in different cells were examined by Mann-Whitney *U*-tests. (*F*,*G*) 5C sequencing across *HoxD* in *Ring1B*^*−/−*^ mESCs rescued with wild-type Ring1B (*F*) and I53A mutant Ring1B (*G*) (Eskeland et al. 2010). 5C heat maps show the mean interaction frequencies per 20-kb bin. Data for a biological replicate are in Supplemental Figure S5. Unprocessed normalized data are shown in Supplemental Figure S7B.

### 5C and FISH data are discordant in PRC1 mutant ESCs

Binding of the Ring1B PRC1 subunit across *HoxD* parallels that of both H3K27me3 and Ezh2 in wild-type mESCs (Fig. 5A; Illingworth et al. 2012). PRC2 is necessary but not sufficient for chromatin compaction at *HoxD*. In *Ring1B*^*−/−*^ mESCs, *HoxD* visibly decompacts relative to the wild type (*P* < 0.0001) to the same extent as that seen in the absence of PRC2; the interquartile range of interprobe distances in *Ring1B*^*−/−*^ cells (300–569 nm) is similar to that in *Eed*^*−/−*^ cells (300–539 nm), and both are different from wild-type mESCs (192–300 nm) (Fig. 5D,E; Supplemental Table S7). *Hox* genes are also activated despite the persistence of H3K27me3 and PRC2 at these loci (Fig. 5C; Eskeland et al. 2010; Illingworth et al. 2012). Thus, we expected that 5C data from *Ring1B*^*−/−*^ mESCs would resemble those from PRC2 mutant cells. Instead, high 5C contacts frequencies remain across *HoxD* in *Ring1B*^*−/−*^ mESCs in a pattern similar to that seen in wild-type cells (Fig. 5C, arrow; Supplemental Figs. S5C, S7). Thus, if interaction frequency is considered as inversely proportional to spatial distance, the 5C data would suggest that *HoxD* remains at least partially folded in the absence of Ring1B, which is in conflict with the decompact *HoxD* domain seen by FISH (Figs. 5D,E, 6). Moreover, in *Ring1B*^*−/−*^ cells, 5C data appear to indicate that the *HoxD* locus itself is the most highly folded part of the entire region under investigation (Fig. 5C), whereas, to the contrary, FISH suggests that *HoxD* is the most unfolded part of the whole region in these mutant cells (Fig. 5E).

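*HoxD* contacts lay above the flanks in all 3 *Ring1B*-/- libraries and above the level of *Eed*-/- cells, without correction for primer efficiency. The mean frequency inside *HoxD*–*Evx2* was 0.668 ± 0.236 reads per 1000 (SD, n = 3), with 0.939, 0.555 and 0.511 in the libraries. The domain enrichment was a log2 ratio of 1.71 ± 0.63 (SD, n = 3, limma adjusted p = 3.30e-07 against 0). It was -0.16 with primers scaled to equal means (limma adjusted p = 0.293) and 0.47 with primer factors from contacts at least 120 kb apart, a setting chosen after seeing the data (limma adjusted p = 0.180). Relative to *Ring1B*-/- cells, *Eed*-/- cells had a log2 change of -0.89 in frequency (standard error 0.32, limma adjusted p = 0.0383) and of -1.08 in enrichment (standard error 0.36, limma adjusted p = 0.0321). For *Hoxd13*–*Hoxd3* the change between the mutants was -0.79 and did not pass the threshold (limma adjusted p = 0.113). Strong local contacts peaked at 74511352, between *Hoxd13* and *Hoxd12*, and ran from 74491352 to 74581352 at 50% of the peak or more, 90.0 kb in the mean and 70, 100 and 160 kb in the libraries.

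Library 1 lay closer to wild type, with an enrichment of 2.41 against 1.18 and 1.53 in the others, and without it the mean was 1.35. The frequency difference between the mutants missed the threshold whichever of the 5 libraries was left out, with limma adjusted p from 0.0575 to 0.282, and the enrichment difference passed only without library 2. With primers scaled to equal means these differences were -0.28 (limma adjusted p = 0.605) and -0.12 (0.919).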

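In *Ring1B*-/- cells the *HoxD*–*Evx2* region had more frequent contacts than any window of equal length lying wholly in the flanks. No flank window of equal length, of 29 compared, reached its mean in any library. Taken as the window from 74491352 to 74602352, whose means differ from those of the assigned fragments, the region was 2.76, 1.87 and 1.91 times the highest flank window in the 3 libraries. In libraries 1 and 2 an overlapping window that begins on the *Evx2* side, 74481352 to 74592352, was higher still. Of the 95 fragment pairs inside *HoxD*–*Evx2*, 75, 67 and 71 exceeded the median flank pair of the same distance class. GCR–*Lnp* contacts had 0.0837 ± 0.0388 reads per 1000 (SD, n = 3). Their log2 ratio to the *Hoxd13*–*Hoxd3* contacts was -2.14 ± 0.95 (SD, n = 3), with -3.07, -1.18 and -2.16 in the libraries. These rankings were defined after the values had been seen and were not tested.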

**Figure 6.**
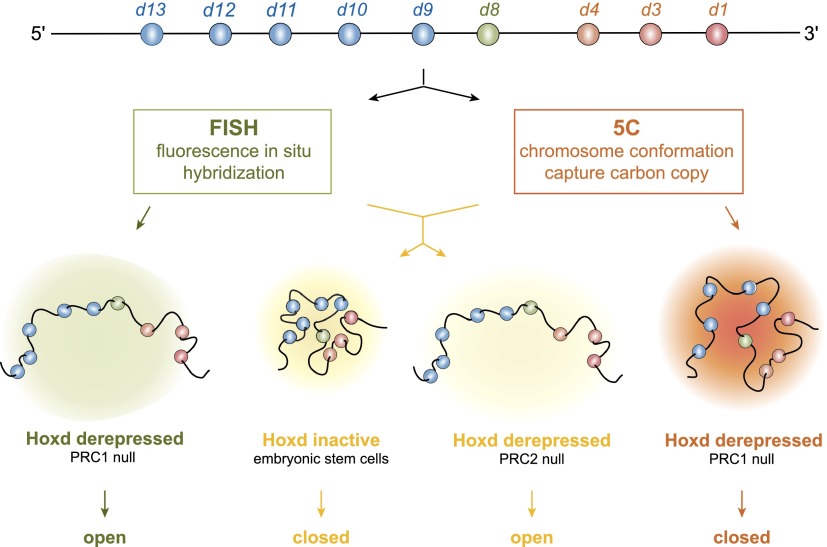
FISH and 5C analysis can yield compatible or discordant chromatin topographies at high resolution. (*Top*) Schematic of the *HoxD* locus showing the 5′ (blue) and 3′ (orange) *Hoxd* genes. (*Bottom*) The views of chromatin topography for *HoxD* extrapolated from FISH or 5C data are shown for wild-type and polycomb mutant ESCs. (*Middle*) For wild-type and PRC2-null cells, FISH and 5C give coherent views of a compact (wild-type) versus unfolded (PRC2-null) chromatin conformation. However, in the case of PRC1-null cells, FISH (*left*) indicates an unfolded chromatin conformation similar to that seen for PRC2-null cells, whereas 5C (*right*) suggests a much more tightly folded domain.

We previously showed that Ring1B reintroduced into *Ring1B*^*−/−*^ cells recapitulates the binding profile of the endogenous protein across *HoxD* and restores chromatin compaction as measured by FISH (Eskeland et al. 2010). Strong and reproducible 5C contacts are also restored to a pattern comparable with wild-type cells at *HoxD* in the cells rescued with wild-type *Ring1B* (Fig. 5F, arrow; Supplemental Fig. S5D,S7). 

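Wild-type *Ring1B* put back into *Ring1B*-/- cells raised contacts across *HoxD*. The mean frequency inside *HoxD*–*Evx2* was 1.26 ± 0.0746 reads per 1000 (SD, n = 2), with 1.21 and 1.31 in the libraries. Against *Ring1B*-/- cells this is a log2 change of 0.95 (standard error 0.32, limma adjusted p = 0.0321), and the domain enrichment rose by 1.23 (standard error 0.36, limma adjusted p = 0.0179) to 2.93. *Hoxd13*–*Hoxd3* contacts rose to 0.929 ± 0.115 (SD, n = 2), a log2 change of 1.37 (standard error 0.36, limma adjusted p = 0.00883). Against wild-type cells the log2 change inside *HoxD*–*Evx2* was 0.08 (limma adjusted p = 0.970), with a 95% interval from -0.64 to 0.80, and that of the enrichment was 0.03, with an interval from -0.79 to 0.85. The rise in frequency passed the threshold in 1 of 5 leave-outs (limma adjusted p from 0.00286 to 0.141), that in enrichment in 2, and that of *Hoxd13*–*Hoxd3* in 4. With primers scaled to equal means the rises were 0.43 (limma adjusted p = 0.487), 0.36 (0.487) and 0.54 (0.716). Of 537 pairs of 20-kb bins, limma called 0 changed against *Ring1B*-/- cells, with 53 at an unadjusted p under 0.05.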

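*Ring1B*-/- cells carrying the I53A mutant of *Ring1B*, which lacks ubiquitin ligase activity, had frequent contacts across *HoxD* in the 1 library analysed here. This library gives no spread of its own, so every standard error and p-value here assumes that it varies like the other groups. The mean frequency inside *HoxD*–*Evx2* was 1.28 reads per 1000, and the domain enrichment was a log2 ratio of 3.11 (standard error 0.40, limma adjusted p = 1.69e-07 against 0). Of 95 fragment pairs, 86 exceeded the median flank pair of the same distance class. *Hoxd13*–*Hoxd3* contacts had a frequency of 1.16, a log2 change of 1.69 from *Ring1B*-/- cells (standard error 0.45, limma adjusted p = 0.00883). That change did not pass the threshold with values capped at the 99th percentile (0.86, limma adjusted p = 0.0812), with primers scaled to equal means (0.36, 0.919) or without *Ring1B*-/- replicate 3 (1.44, 0.0705). The enrichment was higher than in *Ring1B*-/- cells by 1.41 (standard error 0.46, limma adjusted p = 0.0309). The frequency inside *HoxD*–*Evx2* had a log2 change of 0.97 (standard error 0.40) that missed the threshold, with a limma adjusted p of 0.0816 and a range from 0.0378 to 0.487 over 11 alternatives. Against wild-type cells the changes were 0.11 in frequency, with a 95% interval from -0.78 to 0.99, and 0.21 in enrichment, with an interval from -0.80 to 1.22 (limma adjusted p = 0.970 for both). Without *Ring1B*-/- replicate 2 the limma adjusted p of the enrichment change was 0.0998, without replicate 3 it was 0.103, with only these groups in the fit 0.0740 and with primers scaled to equal means 0.533, where the enrichment itself was 0.24 (0.316). The library also resembled the first one with wild-type *Ring1B* in its distant contacts, with a correlation of 0.381 between their deviations from the mean of the ESC libraries at 100 kb and more, against at most 0.0533 in the other pairs of libraries. Carry-over of reads between these 2 libraries was not excluded.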

Chromatin folding and compaction at *HoxD* does not require the enzymatic activity of Ring1B, since complementation of *Ring1B*^*−/−*^ cells with the ubiquitination-deficient *Ring1B* I53A mutant also restores both the levels and the pattern of 5C contacts (Fig. 5G, arrow). These results are consistent with our previous study demonstrating that Ring1B visibly compacts chromatin structure at *Hox* loci in ESCs independent of its histone ubiquitination activity (Eskeland et al. 2010).

## Discussion

With rather few exceptions (Kalhor et al. 2011; Nora et al. 2012; Giorgetti et al. 2014), there have been limited systematic and detailed comparisons between 3C-type data sets and cytological assays of 3D chromatin organization. Here we directly compared 5C and FISH data across a region of the mouse genome encompassing the *HoxD* locus in different cell types and activity states and in the absence of major epigenetic regulators of the locus. We identified some situations in which the 5C and FISH data are in agreement, as, for example, in undifferentiated mESCs (Figs. 1, 2; Supplemental Fig. S1) and in the absence of the PRC2 complex (Fig. 5; Supplemental Figs. S5, S7). However, in other cases, such as upon gene activation during ESC differentiation (Fig. 2; Supplemental Fig. S1) or mutation of the PRC1 complex (Fig. 5; Supplemental Fig. S5), domains of elevated 5C cross-linking frequencies conflict with the visible decompaction of these same regions observed by FISH (Fig. 6). This suggests that, at high resolution, 3C interaction frequency might not always simply reflect physical distances. This is important to consider if 3C-type information is ever to be used in modeling genome organization at the level of sub-TADs (Nora et al. 2013) and beyond.

### 5C interactions of active Hox genes and nuclear organization

In undifferentiated mESCs, 5C data identify a domain of robust interactions across *HoxD* that is consistent with its visibly compact structure relative to the surrounding gene deserts (Fig. 1B; Supplemental Fig. S1A; Morey et al. 2007). Upon RA-induced differentiation and activation of 3′ *Hoxd* genes, 5C interactions within *HoxD* are reduced compared with undifferentiated mESCs (Fig. 2; Supplemental Figs. S1, S6). This is consistent with FISH analysis showing chromatin unfolding strictly at *HoxD* and not at the flanking regions (Fig. 2). However, the 3′ *Hoxd* region simultaneously gains 5C contacts with the upstream gene desert region, while there are no significant reductions in distances detectable by FISH, which might have been expected if enhanced cross-linking simply arose from spatial proximity (Fig. 2D).

What does visibly change upon mESC differentiation is the nuclear localization of both the 3′ *Hoxd* genes and the upstream gene desert as they gain the ability to loop out of the territory occupied by the bulk of chromosome 2 (Morey et al. 2007, 2009). Looping out from CTs is dynamic (Müller et al. 2010), and, genome-wide, the ability of sequences to become cross-linked and captured to distant sequences—even those located on other chromosomes—by Hi-C corresponds remarkably well to the looping-out frequency (Kalhor et al. 2011). We suggest that access to this nuclear compartment outside of the CT core rather than actual physical distance per se may be responsible for the high 5C contact frequencies between 3′ *Hoxd* genes and the upstream genomic region in differentiated mESCs. The fact that 3C ligation products originate mainly from insoluble aggregates within unlysed swollen nuclei rather than on soluble chromatin (Gavrilov et al. 2013c) raises the possibility that nuclear structures enhance or promote 3C associations, as was suggested for the active *β-globin* gene and its enhancer (Gavrilov et al. 2013a). This may also explain why higher 3C contact frequencies and inferred structurally compact domains were previously found associated with activated *Hox* loci in human fibroblasts (Wang et al. 2011) and mouse embryos (Noordermeer et al. 2011, 2014).

### High 5C frequencies within a visibly decondensed chromatin region

The compact structure of *Hox* loci in mESCs depends on the PRCs (Eskeland et al. 2010), and the *HoxD* 5C interaction domain in mESCs (Fig. 1) almost exactly corresponds to that of Ezh2 (PRC2) binding and H3K27me3 enrichment (Fig. 5A; Illingworth et al. 2012). We demonstrated the role of PRC2 in maintaining this compact domain by showing that, in PRC2 *Eed*^*−/−*^ mutant mESCs, 5C domain interactions are completely lost and that chromatin unfolding visualized by FISH is restricted to the *HoxD* cluster itself (Fig. 5B; Supplemental Fig. S5B, S7). To our knowledge, this is the first instance in which the genetic deletion of a major epigenetic regulator has been shown to have such a profound effect of almost eliminating a 3C interaction domain, and, in this instance, both 5C and FISH results are concordant (Fig. 6). However, this is not the case for the data from PRC1 *Ring1B*^*−/−*^ mutant mESCs, where FISH indicates an unfolding of *HoxD* to an extent similar to that seen in PRC2-null cells, yet a 5C interaction domain—albeit weakened compared with the wild type—remains over *HoxD* (Fig. 5C; Supplemental Fig. S5C). These data suggest that 5C can capture substantial cross-linked ligation products from within a visibly unfolded chromatin domain.

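Contacts across *HoxD* in *Ring1B*-/- cells were lower than in wild-type cells. The frequency inside *HoxD*–*Evx2* was 54.9% of the wild-type level on the fitted scale, a log2 change of -0.87 (standard error 0.32, limma adjusted p = 0.0437), with a 95% interval from -1.53 to -0.21. The domain enrichment had a log2 change of -1.20 (standard error 0.36, limma adjusted p = 0.0196). *Hoxd13*–*Hoxd3* contacts fell to 0.373 ± 0.194 reads per 1000 (SD, n = 3), 49.9% of the wild-type frequency on the fitted scale (limma adjusted p = 0.0383). These 2 falls each passed the threshold in 1 of 5 leave-outs, with limma adjusted p up to 0.126 and 0.217. With primers scaled to equal means they were -0.33 (limma adjusted p = 0.521) and -0.06 (0.948), and with values capped at the 99th percentile that of *Hoxd13*–*Hoxd3* was -0.66 (0.0844). GCR–*Lnp* contacts, in the 5′ flank, and *Hoxd3*–*Mtx2P* contacts, which join the cluster to the 3′ flank, had changes of 0.02 (limma adjusted p = 0.999) and 0.09 (0.970). The fall inside *HoxD*–*Evx2* is close to the threshold. Its limma adjusted p was 0.0552 over all 72 contrasts computed, a first run seen before the set was limited to the 57 listed. Over 11 alternatives the fall had a limma adjusted p from 0.0279 to 0.487. It passed in 1 of 5 leave-outs, without *Ring1B*-/- replicate 1, where it was -1.13. The paper reasons from a domain that is weakened but present, beside the unfolding seen by FISH, that 5C can capture ligation products from a visibly unfolded domain.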

Chromatin composition might provide one explanation for this. While *HoxD* remains coated with PRC2 proteins in *Ring1B*^*−/−*^ cells (Illingworth et al. 2012), it is completely devoid of them in *Eed*^*−/−*^ cells (Eskeland et al. 2010; Leeb et al. 2010). Formaldehyde preferentially forms cross-links with lysine, tryptophan, and cysteine side chains in proteins (Toews et al. 2008). Just considering the core components of PRC2 (Eed, EzH2, and Suz12), each molecule of the complex provides >200 extra of these reactive residues, including >150 lysine residues alone. While the stoichiometry of PRC2 per nucleosome is not known, given the blanket ChIP signal for PRC2 across *HoxD*, it is plausible that the thousands of extra formaldehyde cross-linkable amino acid side chains present in PRC1 mutant cells due to the persistent binding of PRC2 are responsible for the elevated 5C signals in a structure that is much more open than the data would suggest. Similarly, the residual levels of H3K27me3 at the 5′ end of *HoxD* could also explain why, despite FISH indicating that *HoxD* is the most decondensed part of the region under study in differentiated ESCs, 5C signals across *HoxD* generally exceed those outside of this region (Fig. 2). Another confounding factor could be the low frequency of ligation products produced in 3C reactions, even for enhancer–promoter interactions, relative to the total number of fragments present (Gavrilov et al. 2013b). If this represents the bona fide frequency of interaction between two genomic loci, then it may be below the level at which FISH is able to distinguish this from background. While we raised these issues from our study of *HoxD* using 5C and FISH, there may be different factors that could influence the interpretation of FISH with other 3C data (4C or Hi-C) and the outcome of these studies at other genomic loci with different compaction states and chromatin flavors.

We conclude that, at high resolution, products captured by 3C do not always simply represent spatial proximity or molecular interaction between two DNA sequences but may arise from indirect cross-linking of chromatin fragments that may be hundreds of nanometers apart in nuclear space in the original cells, perhaps exacerbated by the partial chromatin decondensation that accompanies the initial digestion and SDS steps of 3C prior to ligation (Gavrilov et al. 2013c). This can be compounded by differences in the nuclear environment of the regions and/or the protein composition of the chromatin fiber. This is unlikely to be an issue when only considering low-resolution views of spatial nuclear organization. Of course, we cannot exclude the possibility that the FISH technique is also contributing to the apparent conflict in the data at high resolution. This could be due to an inability of FISH to capture weak or transient interactions or to perturbations to chromatin ultrastructure as a result of the heat denaturation step. Nonetheless, we think that FISH quite faithfully reflects the chromatin compaction state because, in all cases in which a direct comparison has been made, the data inferred from FISH are completely consistent with analysis of the same regions in vivo in living cells (Müller et al. 2010) and with the biophysical properties of chromatin from those same regions assayed in vitro (Gilbert et al. 2004; Naughton et al. 2010). Moreover, a careful quantitative analysis by superresolution microscopy before and after 3D-FISH shows evidence that FISH preserves many aspects of chromatin structure and organization (Markaki et al. 2012).

A decade ago, it was realized that the formation of cross-linked nuclear aggregates or “nuclear crumbs” presented problems in extrapolating data from formaldehyde cross-linking to nuclear organization (Schmid et al. 2004; Belmont 2014), and our data support that view. We suggest that visual and molecular approaches are complementary to each other and that models of 3D genome organization should be extrapolated from data validated by independent methods.

## Materials and methods

### Cell culture

Wild-type (WTF18), *Ring1B*^−/−^ (Leeb and Wutz 2007), and *Eed* mutant (17Rn5-3354SB; *Eed*^−/−^ B1.3 and *Eed*^−/−^ G8.1) (Azuara et al. 2006) mESCs were grown on mitomycin C-treated primary embryonic fibroblasts (PEFs) derived from E12.5 mouse embryos as described (Eskeland et al. 2010). OS25 ESCs were cultured and differentiated for 3 d (2 d with RA) as described (Morey et al. 2007). For FISH and 5C analysis, ESCs were trypsinized, and the PEFs were removed by allowing them to reattach to the tissue culture plastic twice for 30 min in LIF-containing medium.

Mesenchymal cell lines derived from Immortomouse E10.5 anterior (A2) and posterior (P2) distal forelimb buds were cultured as described previously (Williamson et al. 2012).

### FISH

Paraformaldehyde (pFA)-fixed cells were permeabilized in 0.5% Triton X-100, washed in PBS, and stored at −80°C. 3D-FISH was carried out as previously described (Eskeland et al. 2010). Fosmid clones used as FISH probes are listed in Supplemental Table S1.

Slides were imaged and analyzed as described previously (Williamson et al. 2012). The statistical significance of differences in interprobe distances was assessed using the nonparametric Mann-Whitney *U*-test. Each data set consisted of between ∼80 and 120 loci for each cell line and each probe combination.

### 3C library preparation

Cells were fixed with 1% formaldehyde for 10 min at room temperature. Cross-linking was stopped with 125 mM glycine for 5 min at room temperature followed by 15 min on ice. Cells were centrifuged at 400*g* for 10 min at 4°C, supernatants were removed, and cell pellets were flash-frozen on dry ice.

Cell pellets were treated as previously described (Dostie and Dekker 2007; Ferraiuolo et al. 2010). Briefly, 10 million to 20 million fixed cells were incubated for 15 min on ice in 200 μL of lysis buffer (10 mM Tris at pH 8.0, 10 mM NaCl, 0.2% NP40, supplemented with fresh protease inhibitor cocktail). Cells were then disrupted on ice with a dounce homogenizer (pestle B; 2 × 20 strokes); cell suspensions were transferred to Eppendorf tubes and centrifuged at 2000*g* for 5 min. Supernatants were removed, the cell pellets were washed twice with 100 μL of 1× EcoRI buffer (New England Biolabs), and the cell pellet was resuspended in 100 μL of 1× EcoRI buffer and divided into two Eppendorf tubes. We added 1× EcoRI buffer (337 μL) to each tube, and the mixture was incubated for 10 min at 65°C with 0.1% SDS. Forty-four microliters of 10% Triton X-100 was added before overnight digestion with 400 U of EcoRI. The restriction enzyme was then inactivated by adding 86 μL of 10% SDS and incubation for 30 min at 65°C. Samples were then individually diluted into 7.62 mL of ligation mix (750 μL of 10% Triton X-100, 750 μL of 10× ligation buffer, 80 μL of 10 mg/mL of BSA, 80 μL of 100 mM ATP, 3000 cohesive end units of T4 DNA ligase) and incubated at for 2 h 16°C.

3C libraries were incubated overnight at 65°C with 50 μL of Proteinase K (10 mg/mL) and an additional 50 μL of Proteinase K the following day for 2 h. The DNA was purified by one phenol and one phenol–chloroform extraction and precipitated with 0.1 vol (800 μL) of 3 M NaOAc (pH 5.2) and 2.5 vol of cold EtOH (20 mL). After at least 1 h at −80°C, the DNA was centrifuged at 20,000*g* for 25 min at 4°C, and the pellets were washed with cold 70% EtOH. DNA was resuspended in 400 μL of TE (pH 8.0) and transferred to Eppendorf tubes for another phenol–chloroform extraction and precipitation with 40 μL of 3 M NaOAc (pH 5.2) and 1.1 mL of cold EtOH. DNA was recovered by centrifugation and washed eight times with cold 70% EtOH. Pellets were then dissolved in 100 μL of TE (pH 8.0) and incubated with1 μL of 10 mg/mL RNase A for 15 min at 37°C.

### 5C primer and library design

5C primers covering the *USP22* (mm9, chr11: 60,917,307–61,017,307) and *HoxD* (mm9, chr2: 73,750,000–74,910,000) regions were designed using my5C.primer (Lajoie et al. 2009) and the following parameters: optimal primer length of 30 nucleotides (nt), optimal TM of 65°C, and default primer quality parameters (mer: 800, U-blast: 3, S-blasr: 50). Primers were not designed for large (>20-kb) and small (<100-bp) restriction fragments, low-complexity and repetitive sequences, or when there were sequence matches to more than one genomic target. The *USP22* regions was used to assess the success of each 5C experiment but was not used for further data normalization or quantification.

The universal A-key (CCATCTCATCCCTGCGTGTCTCCGACTCAG-[5C-specific]) and the P1-key tails ([5C-specific]-ATCACCGACTGCCCATAGAGAGG) were added to the forward and reverse 5C primers, respectively. Reverse 5C primers were phosphorylated at their 5′ ends. An alternating design consisting of 133 primers in the *HoxD* region (66 forward and 67 reverse primers) was used for analysis of ESCs. An extended alternating design of 203 primers (99 forward and 104 reverse primers) was used for the limb cells. Primer sequences are listed in Supplemental Table S8.

### 5C library preparation

5C libraries were prepared and amplified with the A-key and P1-key primers as described previously (Fraser et al. 2012). Briefly, 3C libraries were first titrated by PCR for quality control (single band, absence of primer dimers, etc.) and to verify that contacts were amplified at frequencies similar to that usually obtained from comparable libraries (same DNA amount from the same species and karyotype) (Dostie and Dekker 2007; Dostie et al. 2007, Fraser et al. 2010). In general, we used 1–11 μg of 3C library per 5C ligation reaction.

5C primer stocks (20 μM) were diluted individually in water on ice and mixed to a final concentration of 0.002 μM. Mixed diluted primers (1.7 μL) were combined with 1 μL of annealing buffer (10× NEBuffer 4 [New England Biolabs]) on ice in reaction tubes. Salmon testis DNA (1.5 μg) was added to each tube, followed by the 3C libraries and water to a final volume of 10 μL. Samples were denatured for 5 min at 95°C and annealed for 16 h at 48°C. Ligation with 10 U of Taq DNA ligase was performed for 1 h at 48°C. One-tenth (3 μL) of each ligation was then PCR-amplified individually with primers against the A-key and P1-key primer tails. We used 26 or 28 cycles based on dilution series showing linear PCR amplification within that cycle range. The products from two to four PCR reactions were pooled before purifying the DNA on MinElute columns (Qiagen).

5C libraries were quantified on agarose gels and diluted to 0.0534 ng/μL (for Xpress template kit version 2.0) or 0.0216 ng/μL (for ion PGM template OT2 200 kit). One microliter of diluted 5C library was used for sequencing with an ion PGM sequencer. Samples were sequenced onto ion 316 chips following either the ion Xpress template kit version 2.0 and ion sequencing kit version 2.0 protocols or the ion PGM template OT2 200 kit and ion PGM sequencing 200 kit version 2.0 protocols as recommended by the manufacturer (Life Technologies).

### 5C data analysis

Analysis of the 5C sequencing data was performed as described earlier (Berlivet et al. 2013). The sequencing data were processed through a Torrent 5C data transformation pipeline on Galaxy (https://main.g2.bx.psu.edu). Posterior-enriched and D3-enriched 5C interactions were obtained by subtracting anterior and undifferentiated 5C sequencing data, respectively. Data were normalized by dividing the number of reads of each 5C contact by the total number of reads from the corresponding sequence run. All scales correspond to this ratio multiplied by 10^3^. The numbers of total reads and used reads are provided for each experiment in Supplemental Table S9. The unprocessed heat maps of the normalized 5C data sets can be found in Supplemental Figures S6 and S7. 5C data sets (accession no. GSE61814) can be downloaded from the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo).

## Supplementary Material

Supplemental Material

# Supplementary material for: Spatial genome organization: contrasting views from chromosome conformation capture and fluorescence in situ hybridization
**Source:** Genes Dev. 2014 Dec 15;28(24):2778–91. doi: 10.1101/gad.251694.114
**Supplement:** Supplemental Material

Supplemental Material 

# Spatial genome organization: contrasting views from chromosome conformation capture and fluorescence in situ hybridization

## Supplemental Material

**Files in this Data Supplement:**

- Supplemental Figures.pdf

How the deposited data were processed for this re-analysis (not part of the article)

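Contact frequencies were measured by 5C in 18 libraries. ESC libraries, 14 in number, came from undifferentiated OS25 cells (2), D3 cells (2), wild-type ESCs (2), *Eed*-/- ESCs (2), *Ring1B*-/- ESCs (3) and *Ring1B*-/- ESCs carrying wild-type *Ring1B* (2) or the I53A mutant (1). The other 4 came from A2 and P2 limb cells (2 each). Libraries were assigned to groups by their labels and the paper's description. The labels of undifferentiated OS25 libraries also carry the text on the differentiation of these cells, and they were taken as undifferentiated from their titles. The libraries of *Eed*-/- cells were not assigned to clones.

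The deposited matrices hold signal values, 1 matrix per library. The authors processed Ion Torrent reads through a 5C data transformation pipeline on Galaxy, divided the reads of each contact by the total reads of the sequence run and multiplied the ratio by 1000. The aligner is not given in the sources used here. Coordinates are those of mm9 (NCBIM37). Each matrix is symmetric, and only pairs of 1 forward and 1 reverse primer can hold a contact, which leaves 4422 pairs of 133 fragments in the ESC design and 10300 pairs of 203 fragments in the limb design. The direction of each primer was read from the contacts. It was checked on the genome sequence that 132 of 133 and 202 of 203 fragments start at an EcoRI site and that all end at one. Nonzero values of a library are multiples of one step, with none off a whole number of reads by more than 0.05 reads. Total reads were taken from that step and ran from 216419 to 2096681 per library. At these totals, 3 reads correspond to 0.0139 and 0.00143 reads per 1000. Such limits cover counting error only. No library was a copy of another of its group, with a chi-square per degree of freedom between the reads of replicates of 20.2 to 189.

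Windows were read by eye from Figures 1A and 3A, since the probe coordinates were not used here, and a fragment was assigned by its midpoint. Pairs with midpoints under 10 kb apart were left out. Frequencies of a region are means over its fragment pairs, zeros included. Log2 values were taken after adding a pseudocount of 0.02. The domain enrichment, the flank separation and the ratios of 5′ to 3′ contacts are log2 ratios within a library, made without a pseudocount and therefore independent of its scaling. The items named are all windows the paper names and, per comparison, up to 5 bin pairs with the largest rise and 5 with the largest fall among those past the threshold in which all libraries of one group lay above all of the other. The ranking of windows, the profile of local contacts and its extent, and the share of pairs above the flank median were defined after the values had been seen.

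Groups were compared with limma 3.58.1 in R 4.3.3, two-sided. Empirical Bayes estimates of the spread came from all 14 ESC libraries or from the 4 limb libraries, which use another design. Region values were tested at 23.9 (ESC) and 22 (limb) degrees of freedom. These were in part borrowed across readouts that are not independent, as some share fragment pairs. P-values of region values were adjusted by the Benjamini-Hochberg method at 0.05 over the 57 ESC or 10 limb contrasts listed, and those of tests against 0 separately over 14 and 8. A first run over all 72 ESC and 11 limb contrasts had been seen before the set was limited to those listed. Means of 20-kb bin pairs in ESCs and 24-kb bin pairs in limb cells, the paper's windows, were tested likewise where the mean over libraries was above 0.02, with adjustment within each comparison. No group holds the 4 or more libraries that a test for outlying libraries needs, and no exact test with 2 or 3 libraries per group can pass the threshold. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

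The procedure was tested on simulated data. Among 537 bin pairs, log2 changes of 1, 2, 3 and 4 were called in 12.0%, 44.0%, 72.0% and 92.0% of 25 pairs each, and 3 of 437 unchanged pairs were called. With no change simulated, 0 of 537 pairs were called. Simulated enrichments of 0, 1, 2 and 3 were recovered as 0.08, 0.96, 2.01 and 3.04 on average over 14 libraries.

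Alternatives covered the scaling of libraries, the pseudocount, the minimum distance, extreme and empty fragment pairs, primer efficiency, the libraries in the fit, leaving out each library, replicate number as a block, the windows, the bins, the sets of p-values and the definition of each ratio. FISH distances, ChIP–chip and Hi-C data were not analysed here, and contacts of the *Usp22* control region were not used here.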

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

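No test in this part was chosen only after the result was seen. Set out here are called changes between pairs of 20-kb bins of which at least 1 bin lies outside *HoxD*–*Evx2* and which the paper does not discuss. There were 9, at 5 pairs of bins. Where all libraries of a group are at 0, the fitted log2 change depends on the pseudocount and is no bound.

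The contact of a stretch 5′ of *Lnp* (74321352 to 74341351) with *Lnp* (74381352 to 74401351) was called in 4 comparisons. Its log2 change was 4.07 in D3 against undifferentiated cells (limma adjusted p = 0.00341), 4.003 in *Ring1B*-/- against wild-type cells (0.00161), -4.003 in *Eed*-/- against *Ring1B*-/- cells (0.00161) and 4.39 in *Ring1B*-/- cells with wild-type *Ring1B* against wild-type cells (0.00161). It rests on 1 fragment pair 60.8 kb apart, with 0 reads in all 6 undifferentiated, wild-type and *Eed*-/- libraries. D3 libraries had 219 and 220 reads, *Ring1B*-/- libraries 357, 329 and 332, those with wild-type *Ring1B* 55 and 376, and the one with I53A 34. The detected contacts of each library were redistributed among fragment pairs of like distance. At least 1 pair with this split of libraries arose in 41.1% of 1000 draws, 0.538 per draw on average. Sparse capture of single contacts is therefore a candidate explanation for the split. The draws counted a contact as present at any value above 0. Whether sparse capture can give 34 to 376 reads in each library with the contact was therefore not tested. The call in D3 held in 6 of 7 alternatives with 20-kb bins and in 1 of 4 leave-outs. The other 3 calls held in 6, 7 and 6 of 7 alternatives and in every leave-out. Those lost in an alternative were lost with only the groups compared. No condition of the design is shared by these 8 libraries and absent from the other 6, and no biological explanation was tested.

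In *Eed*-/- against wild-type cells, 3 further pairs of bins were called. Contacts between 74281352 to 74301351 and 74421352 to 74441351, without a protein-coding gene, rose by 3.72 (limma adjusted p = 0.0300), from 0 in both wild-type libraries to 0.252 ± 0.0923 reads per 1000 over 3 fragment pairs. Contacts between 74641352 to 74661351 and *Mtx2* (74701352 to 74721351) rose by 2.95 (limma adjusted p = 0.0413), from 0.0198 ± 0.0280 to 0.249 ± 0.0366 over 7 fragment pairs. Contacts of *Evx2* (74481352 to 74501351) with 74621352 to 74641351, 3′ of the cluster, had a change of -2.67 (limma adjusted p = 0.0300), from 0.109 ± 0.0332 to 0 over 6 fragment pairs, and of -2.80 against *Ring1B*-/- cells (limma adjusted p = 0.00901), in which they had 0.125 ± 0.0506. In *Ring1B*-/- against wild-type cells, the stretch 5′ of *Evx2* (74461352 to 74481351) rose in contacts with *Hoxd3* and *Hoxd1* (74581352 to 74601351) by 2.41 (limma adjusted p = 0.0269), from 0 to 0.0866 ± 0.0115 over 4 fragment pairs. Errors are SD over 2 libraries, or 3 for *Ring1B*-/- cells. None of the 3 calls in *Eed*-/- against wild-type cells held with replicate number as a block (limma adjusted p of 0.0522, 0.0566 and 0.0522 in the order given), with only the groups compared (at least 0.359) or in any of 4 leave-outs. The call against *Ring1B*-/- cells held in 5 of 7 alternatives and in 4 of 5 leave-outs, and that in *Ring1B*-/- cells in 5 of 7 and in 1 of 5. No explanation of these changes was tested.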

How the results depend on the processing

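The alternatives were fixed before the data were examined, except the tests named next, which were chosen only after the result was seen. These used primer factors from contacts at least 120 kb apart, the fragment of *Evx2* inside the region, p-values adjusted together with the tests against 0, or the first or second limb libraries alone. The adjustment over all 72 ESC and 11 limb contrasts was not set in advance either. It was a first run, seen before the main set was limited to the contrasts listed. Of 104 results, recomputed in 1447 combinations of result and alternative other than leaving out a library, 1334 kept their side of the threshold of 0.05 (for values without a test, stayed within the spread), 1269 of them with the same sign and 65 with the other sign but short of the threshold or untested in both, 69 fell short of it, 12 passed it, 25 counts or values without a test of their own moved and 7 reversed. Under every alternative set in advance, the flank separation stayed past the threshold in D3 (1.20 to 1.48) and *Eed*-/- cells (1.02 to 1.54), and so did the limb separation in A2 (1.13 to 1.45) and P2 (1.43 to 1.82) and the *Hoxd1* ratio of 5′ to 3′ contacts in A2 (-1.65 to -0.49) and P2 (-1.84 to -0.40). Using the 5′ or the 3′ flank alone, pooled distance classes, viewpoint distances of 100 to 400 kb or no filter on low values moved none of the results they were applied to across the threshold or, for counts, beyond 1.5 times. Comparisons within the first or second limb libraries have no test and lie within the spread by construction, so all count as kept, although P2 against A2 went from 0.44 to 0.07 and 0.81 inside *HoxD*–*Evx2* and from 0.58 to 0.18 and 0.98 for IslIII–*Hoxd13*, and 3 changed sign, such as the GCR with the stretch to *Hoxd13*, from -0.04 to 0.12 in the first libraries. Values given next are log2 changes or ratios. D3 stands for D3 against undifferentiated cells, *Eed*-/- and *Ring1B*-/- for each against wild-type cells, and a rescue for *Ring1B*-/- cells with *Ring1B* put back against *Ring1B*-/- cells. Unless a cause is given, the cause was not tested.

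Balancing the primers of each library to equal means kept 66 of 93 values. Inside *HoxD*–*Evx2* the change fell short of the threshold with -0.60 for D3, -0.64 for *Eed*-/-, -0.36 for *Ring1B*-/-, -0.28 for *Eed*-/- against *Ring1B*-/- and 0.43 for the wild-type rescue. For *Hoxd13*–*Hoxd3* it did so with -1.07 for D3, -0.36 for *Eed*-/-, -0.062 for *Ring1B*-/-, 0.54 for the wild-type rescue and 0.36 for the I53A rescue. The difference in enrichment did so with -0.81 for D3, -0.46 for *Eed*-/-, -0.33 for *Ring1B*-/-, -0.12 for *Eed*-/- against *Ring1B*-/-, 0.36 for the wild-type rescue and 0.40 for the I53A rescue. The enrichment itself was no longer past the threshold above 0, with 0.20 for the wild-type rescue, 0.24 for the I53A rescue, 0.14 for undifferentiated cells and 0.17 for wild-type cells, and was below 0 with -0.66 for D3, -0.28 for *Eed*-/- and -0.16 for *Ring1B*-/-, past the threshold only in D3. Balancing equalizes the means of fragments in the cluster and in the flanks within each library. By construction it therefore removes part of a local domain and part of its change between groups. Newly past the threshold were the flank separation, 0.58 for the I53A rescue, and the *Hoxd13* ratio, 0.49 for A2. *Hoxd13* contacts at the GCR over its neighbours were 0.025 for A2 and -0.10 for P2, the last reversed.

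With 1 factor per primer from contacts at least 120 kb apart, the change inside *HoxD*–*Evx2* fell short of the threshold with -0.94 for D3, -0.70 for *Ring1B*-/-, -1.03 for *Eed*-/- against *Ring1B*-/- and 0.66 for the wild-type rescue. For *Hoxd13*–*Hoxd3* it did so with -1.59 for D3, -1.60 for *Eed*-/-, -0.71 for *Ring1B*-/-, 1.14 for the wild-type rescue and 1.19 for the I53A rescue, and the difference in enrichment with -1.40 for D3, -1.25 for *Ring1B*-/-, -0.94 for *Eed*-/- against *Ring1B*-/-, 1.19 for the wild-type rescue and 1.29 for the I53A rescue. The enrichment was 0.062 for D3 and 0.47 for *Ring1B*-/-, short of the threshold, and reversed to -0.46 for *Eed*-/-. Primer efficiency as the whole cause of the enrichment in undifferentiated and wild-type ESCs predicted a value under 0.5 in this test. The lower of their mean enrichments was 1.47, against 2.74 and 2.90 without the factors, so it may account for part of the enrichment there. For the level in D3, *Eed*-/- and *Ring1B*-/- cells it stays open. All ESC libraries shared these primers, so a fixed efficiency would raise the groups alike. The differences in enrichment named above for D3, *Ring1B*-/- and *Eed*-/- against *Ring1B*-/- kept about their size. Without the factors they were -1.48, -1.20 and -1.08. This argues against fixed primer efficiency as the cause of these differences. The flank separation was 0.22 for the wild-type rescue and 0.12 for wild-type cells, and reversed to -0.013 for *Ring1B*-/- and -0.0082 for undifferentiated cells, which the factors do in part by construction, as they come from these distances. The *Hoxd13* ratio passed the threshold with 0.50 for A2, and *Hoxd13* contacts at the GCR were 0.10 for A2 and 0.014 for P2.

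With only the groups compared in the fit, the changes are identical and only the estimate of the spread differs. Short of the threshold were then -0.98 for D3, -0.87 for *Ring1B*-/-, -0.89 for *Eed*-/- against *Ring1B*-/- and 0.95 for the wild-type rescue inside *HoxD*–*Evx2*, and -1.48 for D3 and 1.41 for the I53A rescue for the enrichment. The wider sets of p-values also leave the changes alone. Over all 72 ESC contrasts, a first run of which was seen before the set was limited to the 57 listed, -0.87 for *Ring1B*-/- fell short inside *HoxD*–*Evx2*. Together with the tests against 0, so did the enrichment, 0.63 for *Eed*-/-, and the flank separation, 0.51 for the wild-type rescue, whereas IslIII–*Hoxd13* passed with 0.58 for P2 against A2.

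With no minimum distance, changes inside *HoxD*–*Evx2* fell short with -0.70 for D3, -0.57 for *Ring1B*-/-, -0.52 for *Eed*-/- against *Ring1B*-/- and 0.58 for the wild-type rescue, and *Hoxd13*–*Hoxd3* with -1.002 for *Ring1B*-/-, and IslIII–*Hoxd13* passed with 0.58 for P2 against A2. The last 2 hold no pair under 10 kb, so only their adjusted p moved. A minimum of 20 kb gave -0.85 for *Ring1B*-/- inside *HoxD*–*Evx2*, short of the threshold. Capping values at the 99th percentile gave -0.66 for *Ring1B*-/- and 0.65 for the wild-type rescue there and -0.66 for *Ring1B*-/- and 0.86 for the I53A rescue for *Hoxd13*–*Hoxd3*, all short of it. A pseudocount of 0.005 gave -0.88 for *Ring1B*-/-, short of it, and 0.69 for P2 against A2 for IslIII–*Hoxd13*, past it. A pseudocount of 0.1 gave 0.89 for the I53A rescue, past it. With the fragment of *Evx2* in the region, changes inside it were -0.76 for *Eed*-/- against *Ring1B*-/-, short of the threshold, and 1.11 for the I53A rescue, past it, and the enrichment differed by -0.88 for *Eed*-/- against *Ring1B*-/-, short of it.

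Scaling by the sum of region pairs gave -0.76 for *Eed*-/- against *Ring1B*-/-, short of the threshold. Scaling by flank pairs gave -0.95 for *Eed*-/- against *Ring1B*-/-, short of it, 1.35 for the I53A rescue, past it, -1.05 for D3 between *Prox* and *Hoxd10*, past it, and an enrichment of 0.63 for *Eed*-/- that scaling cannot move but whose adjusted p did. Over the whole span from *Prox* to *Hoxd10*, changes passed with -1.08 for *Eed*-/- and 0.89 for the wild-type rescue. Distances of 120 to 200 kb brought the flank separation to 0.32 for the wild-type rescue, 0.53 for undifferentiated cells and 0.39 for wild-type cells, and pairs seen in at least 1 library to 0.47 for the wild-type rescue, all short of the threshold. Limited to 50 to 200 kb, the *Hoxd9–11* ratio was -0.10 for A2 and -0.27 for P2. The limb boundary lay at 74516252 for A2 with windows of 200 kb and at 74505530 for A2 and 74516252 for P2 with 400 kb.

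Counts of changed bin pairs also moved. With 12-kb bins they were 2 for D3, 1 for *Eed*-/- and 10 for *Eed*-/- against *Ring1B*-/-. With 40-kb bins they were 0 for D3, 1 for *Ring1B*-/- and 0 for *Eed*-/- against *Ring1B*-/-. A pseudocount of 0.005 gave 5 for *Eed*-/- against *Ring1B*-/- and 1 for the I53A rescue against wild-type cells, and 0.1 gave 4 for D3, 12 for *Eed*-/-, 1 for *Ring1B*-/- and 3 for the wild-type rescue against wild-type cells. With only the groups compared, limma called 0 for D3, 0 for *Eed*-/-, 0 for *Ring1B*-/-, 1 for *Eed*-/- against *Ring1B*-/- and 0 for the wild-type rescue against wild-type cells, and with flank scaling 9 for *Eed*-/- against *Ring1B*-/-. Where these counts are 0, limma still had 14 to 17 of 136 pairs of 40-kb bins, and 27 to 46 of 537 pairs with only the groups compared, at an unadjusted p under 0.05. With replicate number as a replicate block, the count was 0 for *Eed*-/-, with 62 at an unadjusted p under 0.05, and no other call changed. Across bin pairs, the differences between libraries 1 and 2 had correlations of -0.18 to 0.29 over 15 pairs of ESC groups, above 0.1 in 3, the highest between undifferentiated and D3 cells, and of 0.17 between A2 and P2.

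Leaving out 1 library at a time kept 299 of 358 recomputed values on their side of the threshold or within the spread. No value past the threshold changed sign, and 43 short of it did, such as *Hoxd3*–*Mtx2P* in D3, from 0.44 to -0.12. A group left with 1 library was assumed to vary like the others. For D3, the change inside *HoxD*–*Evx2* ran from -1.31 to -0.66 and passed the threshold only without undifferentiated replicate 1. The fall in enrichment ran from -2.07 to -0.89 and did not pass without undifferentiated replicate 2 or D3 replicate 1. For *Eed*-/- against *Ring1B*-/-, the change ran from -1.05 to -0.63 and passed in no case, and that of enrichment from -1.34 to -0.73, passing only without *Ring1B*-/- replicate 2. For *Ring1B*-/-, the changes ran from -1.13 to -0.70 inside *HoxD*–*Evx2*, -1.38 to -0.75 for *Hoxd13*–*Hoxd3* and -1.55 to -0.93 for enrichment, each passing only without *Ring1B*-/- replicate 1. For the wild-type rescue, they ran from 0.79 to 1.21 inside *HoxD*–*Evx2*, passing only without *Ring1B*-/- replicate 1, 1.12 to 1.75 for *Hoxd13*–*Hoxd3*, short only without *Ring1B*-/- replicate 3, and 0.96 to 1.58 for enrichment, short without *Ring1B*-/- replicate 2 or 3 or rescue replicate 1. For the I53A rescue, they ran from 0.81 to 1.24 inside *HoxD*–*Evx2*, passing only without *Ring1B*-/- replicate 1, 1.44 to 2.07 for *Hoxd13*–*Hoxd3*, short without *Ring1B*-/- replicate 3, and 1.14 to 1.76 for enrichment, short without *Ring1B*-/- replicate 2 or 3. The enrichment in *Eed*-/- cells, 0.62 to 0.63, was short of the threshold above 0 without either library, as was the flank separation in undifferentiated cells (0.57 to 0.59) and the wild-type rescue (0.49 to 0.54), and in wild-type cells (0.45 to 0.76) without replicate 1. Counts of bin pairs ran from 0 to 1 for D3, where they were 0 without D3 replicate 1 or either undifferentiated library, 0 to 1 for *Eed*-/-, lower whichever library was left out, 1 to 3 for *Ring1B*-/-, lower without wild-type replicate 1 or *Ring1B*-/- replicate 1 or 2, 2 to 5 for *Eed*-/- against *Ring1B*-/-, highest without *Eed*-/- replicate 2, and 1 to 2 for the wild-type rescue against wild-type cells, higher without wild-type replicate 1. For P2 against A2 they ran from 0 to 12, with 12 without A2 replicate 1 and 2 without P2 replicate 1.

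Depth limits what single contacts can show. Pairs without a read made up 24.2% to 63.5% of ESC pairs at least 10 kb apart. In simulated data with the spread of these libraries, limma called 11 of 25 bin pairs changed by a log2 of 2 and 23 of 25 changed by 4. Planned tests on recovered reads with edgeR and DESeq2 were not run, nor was scaling by *Usp22*, whose contacts are not in the matrices used here.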

Differences from the paper's values

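The tests with primer factors from contacts at least 120 kb apart and with the fragment of *Evx2* inside the region were chosen only after the result was seen. None of the 8 values that the paper states for the primer designs differed beyond the limit set for a difference. The contacts split the 203 limb fragments into classes of 100 and 103, the paper's numbers being 99 forward and 104 reverse primers, and classes were matched to the paper's by size.

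The paper states that, at its sequencing depth, the flanks of *HoxD* showed no sign of the domains on either side in undifferentiated cells. Here contacts within a flank exceeded those between the flanks by a log2 ratio of 0.58 in these cells, with limma adjusted p = 0.0198. The ratio passed the threshold in 6 of 7 ESC groups, with 0.60 in wild-type, 0.73 in *Ring1B*-/-, 1.14 in *Eed*-/- and 1.25 in D3 cells and 0.51 in the wild-type rescue, the exception being the I53A rescue with 0.44. Of 11 alternatives set before the data were examined, 1 brought the undifferentiated cells below the threshold, with distances of 120 to 200 kb, and leaving out either of their libraries did so too. With the primer factors named above, chosen after seeing the values, the ratio was -0.0082 in undifferentiated and -0.013 in *Ring1B*-/- cells.

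The paper's drawing of Figure 1D marks contacts of *Hoxd11* with regions downstream from *Hoxd1*, *Hoxd3* and *Evx2*. In the tally over the 3, 2 were among the strongest of their distance, and that with *Hoxd1* exceeded 1 of 8 comparable window pairs. The stretch downstream from *Hoxd1* lies in the 3′ flank, outside the region of the pairs it was compared with.

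The paper states that 3′ *Hoxd* genes gained contacts with the region beyond them on differentiation. The log2 change was 0.50, in the direction the paper gives, and did not pass the threshold. It was between 0.10 and 0.61 under 11 alternatives set before the data were examined, none of which passed it, and between 0.08 and 0.92 when 1 library was left out, again short of it.

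The paper describes contacts up to the GCR as more frequent in P2 than in A2 cells. For the GCR with the stretch that ends before the *Hoxd13* window the log2 change was -0.04. For the GCR and *Hoxd13* windows it was 0.23, in the direction the paper gives. Neither passed the threshold under any alternative. Contacts of the 5′ *Hoxd* genes with the *Lnp* and GCR flank were higher in both P2 libraries than in both A2 libraries. Those contacts were not tested between the lines.

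The paper describes the *HoxD* domain as almost absent from *Eed*-/- cells. The enrichment there was 0.63 and past the threshold above 0, although it was short of it without either library, and 29.6% of the wild-type frequency remained on the fitted scale. It was below 0, at -0.28, with primers balanced to equal means, and below the threshold with scaling by flank pairs, both set before the data were examined. With primer factors it was -0.46, and with its p-value adjusted together with the contrasts it was short of the threshold, both chosen after seeing the values.

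The paper states that the I53A mutant restored the level of contacts. The frequency inside *HoxD*–*Evx2* was 107.6% of the wild-type level on the fitted scale, with a log2 change of 0.11 and a 95% interval from -0.78 to 0.99. Against *Ring1B*-/- cells the change was 0.97, about that of the wild-type rescue, 0.95, which passed the threshold with 2 libraries. With 1 library it was short of the threshold, whereas that in enrichment, 1.41, and that between *Hoxd13* and *Hoxd3*, 1.69, passed it. All 3 rest on this library, whose spread was taken from the other groups. With primers balanced to equal means none of the 3 passed it, with 0.48, 0.40 and 0.36. The frequency passed it with a pseudocount of 0.1, with scaling by flank pairs and without *Ring1B*-/- replicate 1, all set before the data were examined, and with the fragment of *Evx2* inside the region, chosen after seeing the values.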

Other observations

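The tests of a library deposited more than once and of a feature shared by cells with *Ring1B* put back were chosen only after the result was seen.

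The domain enrichment of *HoxD*–*Evx2* in limb cells was a log2 ratio of 0.77 ± 0.05 in A2 and 1.12 ± 0.57 in P2 cells (SD, n = 2 each). It was not among the results set for the limb and was not tested.

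The first library of *Ring1B*-/- cells with wild-type *Ring1B* resembled the library with I53A in its distant contacts. For contacts at least 100 kb apart, the deviations of both from the mean of the 14 ESC libraries had a correlation of 0.381 across 3187 fragment pairs, which are not independent replicates, while the other 90 pairs of libraries had at most 0.0533 and a median of -0.0839. They shared 735 of these contacts, 1.82 times the number expected at each distance, against at most 1.42 times in the other pairs. On 2 further measures the pair did not stand out. The correlation of values at least 10 kb apart was 0.958, against up to 0.982 in the other pairs, and 5 contacts were seen in these 2 libraries alone, against up to 22 for another pair.

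The tables argue against 2 explanations. The same library deposited more than once is excluded by a chi-square per degree of freedom of 26.1 between their reads, where a value up to 1.5 was predicted. Shallow sequencing is excluded as the cause, since with all libraries thinned to 208204 reads the correlation was 0.379 and stayed 0.33 above the highest of the other pairs. A feature of cells with *Ring1B* put back cannot be told apart from other causes. The second library with wild-type *Ring1B* had a correlation of -0.0552 with the I53A library, but this value was seen with the pattern, and libraries of 1 group had at most -0.00776, so the measure does not register what a group shares. A small carry-over of reads from one library into the other remains a candidate explanation that cannot be told apart either. The 5 contacts seen in these 2 libraries alone had 0.612 and 0.808 times the median reads of contacts seen in 1 of them only, between the values of under 0.5 and at least 0.8 in both that would decide it, and a shared day of preparation was not tested.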
